# Identification of genes associated with regenerative success of *Xenopus laevis *hindlimbs

**DOI:** 10.1186/1471-213X-8-66

**Published:** 2008-06-23

**Authors:** Esther J Pearl, Donna Barker, Robert C Day, Caroline W Beck

## Abstract

**Background:**

Epimorphic regeneration is the process by which complete regeneration of a complex structure such as a limb occurs through production of a proliferating blastema. This type of regeneration is rare among vertebrates but does occur in the African clawed frog *Xenopus laevis*, traditionally a model organism for the study of early development. *Xenopus *tadpoles can regenerate their tails, limb buds and the lens of the eye, although the ability of the latter two organs to regenerate diminishes with advancing developmental stage. Using a heat shock inducible transgene that remains silent unless activated, we have established a stable line of transgenic *Xenopus *(strain *N1*) in which the BMP inhibitor Noggin can be over-expressed at any time during development. Activation of this transgene blocks regeneration of the tail and limb of *Xenopus *tadpoles.

**Results:**

In the current study, we have taken advantage of the *N1 *transgenic line to directly compare morphology and gene expression in same stage regenerating vs. BMP signalling deficient non-regenerating hindlimb buds. The wound epithelium of *N1 *transgenic hindlimb buds, which forms over the cut surface of the limb bud after amputation, does not transition normally into the distal thickened apical epithelial cap. Instead, a basement membrane and dermis form, indicative of mature skin. Furthermore, the underlying mesenchyme remains rounded and does not expand to form a cone shaped blastema, a normal feature of successful regeneration.

Using Affymetrix Gene Chip analysis, we have identified genes linked to regenerative success downstream of BMP signalling, including the BMP inhibitor Gremlin and the stress protein Hsp60 (*no blastema *in zebrafish). Gene Ontology analysis showed that genes involved in embryonic development and growth are significantly over-represented in regenerating early hindlimb buds and that successful regeneration in the *Xenopus *hindlimb correlates with the induction of stress response pathways.

**Conclusion:**

*N1 *transgenic hindlimbs, which do not regenerate, do not form an apical epithelial cap or cone shaped blastema following amputation. Comparison of gene expression in stage matched *N1 *vs. wild type hindlimb buds has revealed several new targets for regeneration research.

## Background

While all vertebrates are capable of some types of tissue regeneration, most, including humans, have lost the ability to regenerate whole structures such as limbs (*epimorphic regeneration*), [1]. Amphibians, in contrast, are exceptionally good at it: adult urodeles (newts and salamanders) and larval anurans (frogs and toads) can regenerate limbs, tails, jaws, and, in some cases, even the lens of the eye [2]. Epimorphic regeneration can be thought of as occurring in two phases: wound healing and cell proliferation. Regeneration-competent wound healing of amphibian appendages is generally rapid and involves covering the wound surface with a specialised epidermis lacking a basement membrane and dermis [3,4]. Once the wound is healed, the cells of the stump must mobilise under the wound epidermis and begin the process of replacing lost tissues, by forming a proliferating blastema. In urodeles, some of these cells may derive from de-differentiation of stump cells [5]. Reserve stem cells (muscle satellite cells) are also recruited in both urodeles and anurans [6,7].

Gene over-expression analyses in *Xenopus *limb and tail regeneration have indicated that successful regeneration requires the re-activation of developmental FGF or BMP signalling pathways [8-12]. More recently, evidence for the involvement of another developmental signalling pathway, the Wnt pathway, has been presented for *Xenopus*, axolotl, zebrafish and chicken [13-15]. The Wnt pathway is postulated to act upstream of FGFs [14].

We have developed a heat shock inducible transgenic line (*N1*) of *Xenopus *in which the BMP antagonist Noggin can be induced at a specific time during either development or regeneration, repressing BMP signalling [10,12]. We have used this line to show that BMP function is not only required for appendage regeneration but that it is specifically needed to generate a proliferating blastema while being dispensable for wound healing [12]. In *Xenopus*, limbs progressively lose the competence to regenerate as the tadpole undergoes metamorphosis [16,17] and cartilage becomes ossified [18]. Previous attempts to identify regeneration specific genes have compared tissues at very different stages of limb development, in which gene expression already differs [19-21]. In the current study, we have taken advantage of the *N1 *line to directly compare regenerating and BMP-signalling deficient non-regenerating tissue of the same developmental stage, in order to maximise identification of genes differentially regulated during the process of hindlimb regeneration.

Affymetrix GeneChip data was used to compare gene expression in stage 52 regenerating WT *Xenopus *limb buds and regeneration blocked transgenic *N1 *limb buds. Gene ontology (GO) analysis showed that genes involved in growth, development and the response to stress were statistically over-represented in regenerating WT hindlimb buds. GO categories relating to oxygen transport and epidermal development were over-represented in the non-regenerating *N1 *hindlimbs.

Several hundred genes were differentially expressed between WT and *N1 *hindlimbs 3 days after amputation. Differential expression was confirmed for 20 of these genes using quantitative RT-PCR. Further investigation by in situ hybridisation showed that the ability to upregulate and maintain expression of two of these genes, *Gremlin *and *Hsp60*, correlates with a successful regenerative outcome in *Xenopus *hindlimb regeneration.

## Results

### Comparison of N1 and WT limb buds following amputation

We have previously demonstrated that ectopic *Noggin *expression (and hence interruption of BMP signalling) from the *N1 *transgenic line causes hindlimb bud regeneration to fail at an early blastema stage resulting in the formation of a stump [12]. These results suggested that formation of the wound epithelium, which occurs in the first 24 hours following amputation, before this arrest, would be unaltered in *N1 *tadpoles. Analysis of these early stage regenerates by differential interference contrast (DIC) microscopy showed no obvious difference between the WT and *N1 *stumps. In both cases, a wound epithelium had formed over the surface by 24 hours and a blood clot could be seen underneath (data not shown). Sectioning revealed a wound epithelium approximately two cells thick covering the amputation plane and accumulation of mesenchyme underneath the wound epithelium (distal to the cartilage condensation) was present in both *N1 *and WT hindlimb buds, indicating the formation of an early stage blastema (Fig. 1A, A', E, E').

**Figure 1:**
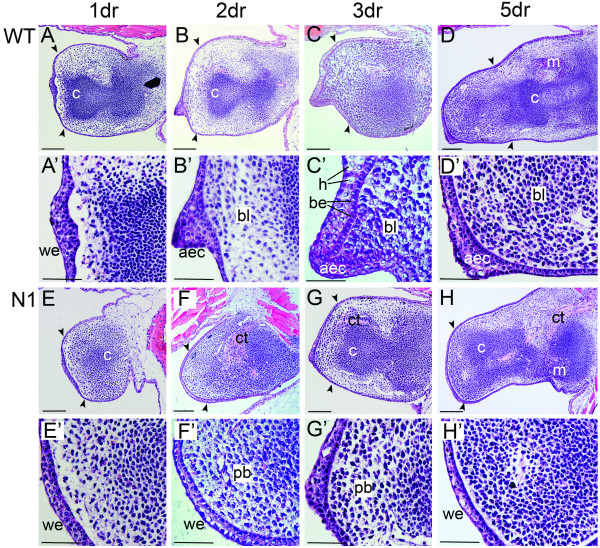
**Histological characterisation of hindlimb bud regeneration in WT and *N1 *tadpoles**. Representative haematoxylin and eosin stained 5 μm sections showing the phenotypic differences between regenerating WT and non-regenerating transgenic *N1 *hindlimb buds. Stage 52 limb buds were amputated at knee level and heat shocked as previously. Cartilage condensations are marked with a c. (A-D) WT limb buds, scale bars are 100 μm. Black arrowheads show the approximate plane of amputation. (A'-D') Higher magnification focusing on the distal area, scale bars are 50 μm. (A, A') wound healing has occurred after 24 hours and a wound epithelium (we) covers the cut site. (B, B') 2 days after amputation, blastema (bl) and AEC (aec) are forming. (C, C') 3 days after amputation, a cone-shaped blastema and the AEC are well established. Columnar basal epithelial cells (be) can be seen. Hypertrophic epithelial cells (h) can be seen in the AEC. (D, D') 5 days after amputation, the AEC and blastema are still apparent and outgrowth has begun. Muscle cells (m) can be seen proximally. (E-F) *N1 *limb buds, scale bars are 100 μm. Connective tissue (ct) is more obvious in these limb buds. E'-F' Higher magnification focusing on the distal area, scale bars are 50 μm. (E, E') wound healing has occurred after 24 hours, and a wound epithelium (we) covers the cut surface. (F, F') No AEC is apparent after 2 days and a rounded pseudoblastema (pb) forms proximal to the wound epithelium. (G, G') 3 days after amputation. (H, H') 5 days after amputation, the pseudoblastema has not expanded and a cell-free area of matrix is visible between the wound epithelium and underlying stump cells. Distal is to the left and posterior uppermost. dr = days of regeneration.

WT regenerating limb buds displayed a consistent phenotype at 2 days post amputation. A thickened apical epithelial cap (AEC), approximately five to six cells deep, had formed distally (Fig. 1B, B') replacing the thinner wound epithelium. The basal cells of the WT AEC had become noticeably columnar. These cells are believed to be important in signalling to the underlying mesenchyme, maintaining the blastema [18,22], therefore the presence of the columnar basal epithelial cells is indicative of regenerative potential. Accumulation of mesenchyme had resulted in formation of a cone shaped blastema, a characteristic also indicative of successful regeneration [18,23]. In contrast, the phenotype of the *N1 *line was more variable at 2 days post amputation. Approximately half the limb buds displayed little or no regenerative characteristics, including a rounded blastema (which we refer to herein as the *pseudoblastema*) and failure of the wound epithelium to develop into an AEC (Fig. 1F, F'). The remaining half possessed a somewhat thickened AEC and cone shaped blastema, generally of poorer quality than those seen in WT regenerates (data not shown). Columnar basal epithelial cells were not seen in any of the *N1 *limbs.

At 3 days post amputation, outgrowth of the WT limb was more apparent than at 2 days, due to further accumulation of the blastemal cells and thickening of the AEC (Fig. 1C, C'). The pseudoblastemas of the *N1 *hindlimbs had not undergone the same level of outgrowth, and the distal epithelium was generally thin and the basal epithelial cells disorganised rather than columnar (Fig. 1G, G'). This disorganised nature of the basal epithelial cells suggests that the *N1 *epithelium is impaired in, if not devoid of, signalling ability. The presence of connective tissue within the regenerating limb is also suggested to be inhibitory to the regeneration process [18]. Although eosin-stained connective tissue was observed in both the WT and *N1 *hindlimbs, it was seen more frequently and in larger amounts in the *N1s *(Fig. 1F, G, H). By 5 days post amputation the difference in regenerative ability between the *N1 *and WT hindlimbs was clear; the WT limbs had undergone a large amount of outgrowth, whilst the *N1 *limbs had taken on a characteristic stump form due to a lack of outgrowth (Fig. 1D, D', H, H'). We also observed hypertrophic (dying) cells in the cuboidal intermediate layers of the WT AEC as early as 3 days after partial hindlimb amputation suggesting that regression of the AEC is already beginning at this early stage.

### Global analysis of differential gene expression in regeneration competent and non-competent hindlimb buds

Our previous results with *N1 *transgenic tadpoles have shown that these animals are incapable of limb regeneration following amputation of stage 52/53 limb buds at the future knee level, if the *N1 *transgene is activated during the early stages of regeneration [12]. However, as shown above, we do observe the formation of a pseudoblastema in these animals, indicating that the earliest events of regeneration do occur but that the stump tissue subsequently fails to establish regrowth of the missing stylopod and autopod. In the current study we have made use of this *N1 *pseudoblastema to look for genes that are differentially expressed between regeneration competent and incompetent hindlimbs at the same developmental stage. This is important because as the limbs are still developing, comparison of naturally regeneration incompetent stages (Stage 57+) with early limb buds is likely to highlight genes involved in differentiation of the developing limb rather than those specifically recruited during and critical for regeneration.

Stage 52 blastema/pseudoblastema tissue for analysis was prepared as shown in Fig. 2. Two biological replicates were prepared from wild type (WT) and transgenic (*N1*) tissue following removal of the future autopod from both hindlimbs. This level of amputation was chosen so as to allow easier and more accurate removal of the blastema tissue. As the *N1 *transgene is activated by heat shock, all tadpoles including WTs were subjected to identical heat shocks 3 hours before amputation as well as 24 and 48 hours post-amputation (Fig. 2A). Blastema tissue from *N1 *pseudoblastemas or WT blastemas was collected 72 hours after amputation and RNA prepared from pools of 20 blastemas (Fig. 2B). Pools were used in order to generate enough RNA for unbiased amplification, according to published protocols [24]. Regenerative ability in *Xenopus *hindlimbs has been reported to degenerate in a proximal to distal direction [16,25,26], hence the possibility exists that regeneration from distal amputations could potentially be more difficult to inhibit effectively. Because previous results were obtained with limbs amputated more proximally, at the future knee level [12], a comparison of regenerative abilities was done using sibling tadpoles. In this case, only the right hindlimb bud was amputated at either the knee or ankle level at stage 52 (see Fig. 2) and the number of toes regenerated for each tadpole was determined at stage 58 (forelimb hatching). As expected, no significant difference in regenerative capacity was observed between ankle and knee level hindlimb amputations on WT animals (Fig. 3, Table 1). Furthermore, regeneration was significantly inhibited in heat shocked *N1 *tadpoles compared to equivalent WT siblings regardless of the level of amputation (Table 1, two sample t-test, *p *< 0.001). Healthy siblings produced from the same mating were used for all comparisons because variation in regenerative ability between different animals is widely acknowledged [27].

**Figure 2:**
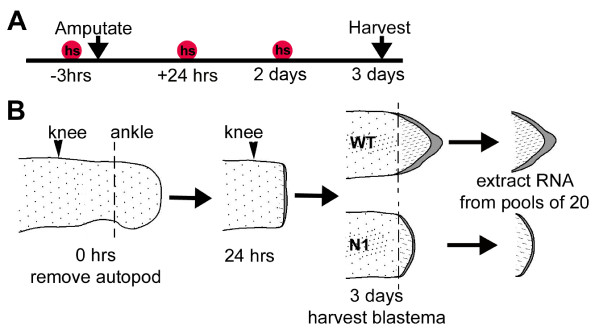
**Design of microarray experiment**. A) Timeline showing the treatments used to generate tissue for arrays. hs = heat shock, 30 minutes at 34°C. B) Stage 52 hindlimb buds were bilaterally amputated at the level of the future ankle (dotted line), defined by the anterior indentation, to remove the autopod. Knee level is marked by black arrowhead for orientation. Heat shocks were applied to both WT and *N1 *tadpoles as depicted in (A). After 3 days the blastemas were removed from the WT limbs and pseudoblastemas from the *N1 *limbs. BMP signalling is inhibited in the *N1 *limb buds, due to expression of *Noggin *from an inducible transgene, preventing successful regeneration. Pools of 20 blastemas or pseudoblastemas were used to extract RNA to generate microarray probes.

**Figure 3:**
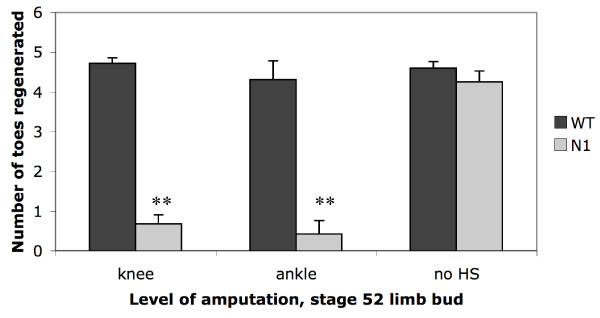
**Effect of *Noggin *over-expression on regeneration outcome following amputation at the future knee or ankle level**. Histogram of limb regeneration success as defined by the number of toes regenerated by stage 58 following amputation at either the future knee or ankle level of the limb bud at stage 52. WT and *N1 *animals were both subjected to heat shocks that activate transgene expression of *Noggin *in *N1*s. Non heat shocked controls were amputated at knee level. Error bars represent standard error and significant differences between WT and *N1 *animals are denoted by **).

**Table 1:** Effect of *Noggin *over-expression on limb regeneration following amputation at the future knee or ankle level.

**Treatment**	**Type**	**Number of toes regenerated**						***N***	**Score/*N***	**% regenerated**	***t***	***p***
							
		**0**	**1**	**2**	**3**	**4**	**5**					
**Knee level amp.**	WT	0	0	0	1	4	10	15	4.6	100		
**no heat shock**	N1	0	0	2	2	2	10	16	4.3	100	1.08	0.293

**Knee level amp.**	WT	0	0	0	1	3	14	18	4.7	100		
**with heat shock**	N1	16	5	1	2	1	0	25	0.7	36	15.20	<0.001

**Ankle level amp.**	WT	1	1	0	0	0	11	13	4.3	92		
**with heat shock**	N1	10	1	0	0	1	0	12	0.4	16	6.71	<0.001

One limb bud was amputated (amp.) at the level of the future knee or ankle joint in anaesthetised tadpoles at NF stage 52. The contralateral limb was left intact. Where heat shock treatment is indicated, both WT and *N1 *tadpoles were heat shocked at -3 hrs, + 24 hrs and + 48 hrs relative to amputation time. The number of toes regenerated was recorded for each limb at stage 58. Two-sample t-tests were used to compare means, and significant difference was taken to be *p* > 0.05. There was no significant difference in regenerative ability between knee and ankle level amputations (*t *= 0.65, *p *= 0.524).

The four resulting RNA samples (2 biological replicates from *N1 *pseudoblastemas and 2 from WT sibling blastemas) were amplified using two rounds of in vitro transcription and used to probe Affymetrix *X. laevis *GeneChips. 

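Each of the 4 RNA samples was hybridised to its own array, so that 2 arrays stand for WT blastemas and 2 for N1 pseudoblastemas. Every sample was a pool of 20 blastemas or pseudoblastemas collected 3 days after amputation at NF stage 52, and all tadpoles received heat shocks of 30 minutes at 34°C at 3 hours before and at 24 and 48 hours after amputation. N1 tadpoles carry a transgene that makes Noggin, a secreted inhibitor of BMP ligands, when heat shocked. The transgene was read first. The Noggin probeset (nog.L) had signals of 91.8 and 95.5 on the WT arrays and of 75.6 and 52.2 on the N1 arrays, 1.47-fold higher in WT with an adjusted p of 0.667 from limma. The transgene holds only the Noggin coding sequence and the place of these probes in the transcript is not known here, so this probeset does not check the labels. The same transgene carries GFP under a lens promoter, and the control probeset for EGFP had signals of 16.1 and 29.4 on the WT arrays and of 123 and 108 on the N1 arrays. With the control probesets included in the fit, its adjusted p was 0.155.

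The authors made the values with the MAS5 algorithm, which summarises the brightness of a group of short probes (a probeset) as a signal on a linear scale, and scaled each array so that its mean was 500 after trimming 2% at each end. The table holds 15611 probesets. After 120 Affymetrix control probesets were left out, 15491 were tested, of which 9304 had 1 gene symbol, 195 had several and 5992 were unnamed here. X. laevis is an allotetraploid, and the suffixes L and S mark the gene copies on its long and short homeologous chromosomes. The median signal was 161 and 157 on the arrays of WT replicates 1 and 2 and 175 and 167 on those of N1 replicates 1 and 2. The detection calls of the GCOS software were not used here. Log2 signals were compared with limma, using empirical Bayes with a variance trend and the Benjamini-Hochberg adjustment over all probesets tested. In simulated data, 200 probesets were changed by 2-fold or 4-fold, all of them at or above the median level. The noise was drawn independently for each probeset from the spread that limma modelled. This test called 53.6% of their 2-fold changes and 99.4% of their 4-fold changes, with a mean of 13.8 false calls over all probesets. Changes in dimmer probesets, where replicates differ more, were not simulated. The simulated noise followed the model that the test assumes, so these shares need not hold for the real arrays. The number of arrays limits the precision: an exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333.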

Following normalisation (MAS5 algorithm) the mean signals for *N1 *and WT replicates were calculated. 

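Some signals, among them those of a muscle actin and of a melanosome gene, differed between the 2 arrays of N1 tissue. The signal of the control probeset for skeletal muscle actin (a3Act-3) was 2052 on the array of N1 replicate 1 and 392 on that of N1 replicate 2, against 276 and 287 on the WT arrays. The melanosome gene pmel-a had signals of 1689 and 498 on the N1 arrays and of 198 and 277 on the WT arrays, and tyrp1.L was alike (1258 and 406 on the N1 arrays), while the pigment cell genes gpr143.L and rab27a.L were not (743 and 667, and 507 and 827). Across all 15491 probesets the Pearson coefficient of the linear signals was 0.995 between the WT arrays and 0.980 between the N1 arrays, with Spearman coefficients of 0.972 and 0.961. Pairs of 1 WT and 1 N1 array gave Pearson coefficients of 0.972 to 0.981, a range that includes the N1 pair. On log2 signals the coefficients of the replicate pairs were 0.953 in WT and 0.942 in N1. These correlations run across genes of 2 arrays, and genes are not independent replicates. The spread between replicates depended on the level: the median absolute log2 difference between the WT arrays was 0.91 in the dimmest 25% of the probesets and 0.155 in the brightest 25%, and between the N1 arrays it was 1.03 and 0.292.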

WT biological replicates correlated well (Pearson coefficient = 0.98) whereas *N1 *replicates were slightly more variable (Pearson coefficient = 0.96). Fold changes were calculated from the mean signal for each probeset. 

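Nucleoplasmin 3, a sulphatase and a guidance factor were among the named genes over 2-fold higher in WT blastemas, taken by the smallest p at or above the median level. The S1_at probeset of nucleoplasmin 3, npm3.S, which belongs to a family of histone chaperones, had a signal of 597 ± 111 (SD, n = 2) in WT and 168 ± 16.3 in N1. Sulf2.L, a sulphatase that trims heparan sulphate outside the cell, had signals of 676 ± 93.4 and 264 ± 19.3, and slit1.S, a secreted guidance factor, of 720.4 ± 38.1 and 325 ± 34.0. The DNA repair gene brca1.L was at 816 ± 19.6 in WT and 340.5 ± 88.9 in N1, ctps2.L, an enzyme of CTP synthesis, at 827 ± 138 and 362 ± 27.3, abcf1.L, a factor of translation initiation, at 1609 ± 95.6 and 772 ± 12.3, and timm13.L, a small chaperone of mitochondrial import, at 1926 ± 60.3 and 835 ± 149. The S copy, timm13.S, which represents this gene in the import list, differed little (log2 difference of WT minus N1 of -0.0826). None of these named genes over 2-fold higher in WT passed an adjusted p of 0.05 (0.0536 for npm3.S and between 0.0720 and 0.111 for the others, from limma). Only 2 probesets higher in WT did, and both are unnamed here. The brighter was at 3355 ± 396 in WT and 760.4 ± 89.1 in N1 (adjusted p = 0.0164 from limma), and the other at 532 ± 94.7 and 33.7 ± 19.6 (adjusted p = 0.0295 from limma). Without WT replicate 1 there was 1, without N1 replicate 1 there were 4, without N1 replicate 2 there were 178, and without WT replicate 2 none (limma; 217 at an unadjusted p under 0.05). At an unadjusted p under 0.05 the number was 664, and with an array left out it ranged from 217 (without WT replicate 2) and 329 (without WT replicate 1) to 1263 (without N1 replicate 2).

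Fold changes were taken as the ratio of the mean signals over the 7746 probesets at or above the median level of all probesets, a signal of 165. Of these, 458 were over 1.5-fold and 68 over 2-fold higher in WT blastemas. Without the level filter the numbers were 1410 and 501, and with each array centred on its median log2 signal 730 and 112. Leaving out N1 replicate 2 gave 914 and 236, and leaving out WT replicate 1 gave 633 and 103.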

676 probesets were shown to be up-regulated >1.5 fold and 106 >2 fold in WT regenerating blastemas. 

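Enzymes of small molecule metabolism were among the named genes that rose in N1 pseudoblastemas. Nmral1.S, which encodes an NADPH-binding protein, was at 867 ± 193 (SD, n = 2) in WT and 5581 ± 1592 in N1 by its probeset ending in _a_at (adjusted p = 0.0164 from limma), and its other called probeset was at 484 ± 123 and 3331 ± 1259. The glutathione transferase gstp1.L was at 1218 ± 18.6 in WT and 4233 ± 991 in N1, and the aldo-keto reductase akr1c2.L at 527 ± 67.2 and 2509.8 ± 905. Pltp.S, a phospholipid transfer protein, was at 520.3 ± 91.4 and 1833 ± 261, hebp2.S, a haem-binding protein, at 412 ± 52.8 and 1370.1 ± 116, and MGC52622 at 513 ± 135 and 2232 ± 206. The adjusted p of these genes was between 0.0266 and 0.0295 from limma. Ass1.S, the argininosuccinate synthase of arginine metabolism, was at 203 ± 28.9 in WT and 676 ± 3.03 in N1, and phyhdlb.L at 135 ± 1.06 and 551 ± 132, and neither passed (adjusted p = 0.0508 for each, from limma).

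In all, 17 probesets were higher in N1 at an adjusted p under 0.05 and 1057 at an unadjusted p under 0.05. By the ratio of mean signals, 642 probesets at or above the median level were over 1.5-fold and 184 over 2-fold higher in N1, and without the level filter 2939 and 1399. The split between the groups moved with the scaling and with the arrays. N1 took 58.4% of the probesets over 1.5-fold with the signals as deposited, 55.2% after quantile normalisation and 38.4% with median centring. Of those over 2-fold it took 73.0%, 71.3% and 54.8%. Median centring shifts the difference of WT minus N1 by 0.11 on the log2 scale and leaves 456 and 136 probesets over 1.5-fold and over 2-fold higher in N1. Of the probesets at an unadjusted p under 0.05, N1 took 61.4% as deposited, 53.3% after quantile normalisation and 42.6% with median centring. Without N1 replicate 2, N1 took 48.2% of the probesets over 1.5-fold (849 in N1 and 914 in WT) and 46.4% of those over 2-fold (204 and 236), and without WT replicate 1 those over 2-fold in N1 were 317. The calls at an adjusted p under 0.05 also rested on how the spread was modelled. Without the variance trend no probeset passed in either direction (415 in WT and 956 in N1 at an unadjusted p under 0.05). The number of calls moved widely with 1 array left out. The lone array of its group is then assumed to vary like the other group, so these counts depend on that spread and not only on the signals left out. Without WT replicate 2 the log2 difference of WT minus N1 was -2.23 for azin2.S (-2.16 with all arrays) and -1.79 for gstp1.L (-1.78). For adh1-a it was -3.28 (-4.00) and for hba2.L -1.41 (-1.58). The calls of gstp1.L, akr1c2.L, pltp.S, hebp2.S, MGC52622 and the second nmral1.S probeset were lost with 64 added before log2 (adjusted p between 0.0554 and 0.0655 from limma), and those of the first 4 also without WT replicate 1 (between 0.0502 and 0.0907), and those of pltp.S and hebp2.S with median centring (0.0516 for each).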

A further 1170 probesets were >1.5 fold and 324 >2 fold up-regulated in *N1 *non-regenerating pseudoblastemas, in which BMP signalling is inhibited. An additional 165 probesets appeared to be only expressed in WTs while 83 were only expressed in *N1*s. Statistical analysis was performed using AffylmGUI [28].

### Validation of microarray results

The top 20 genes (based on largest fold change differential expression) up-regulated in either WT or *N1 *samples were re-annotated using Blast (NCBI) searches. The top 10 (WT) and top 11 (N1) genes that could be annotated were investigated further by qPCR. A further 2 genes that were expressed only in either WT (FGF-R3) or *N1 *(Keratin 18) were also investigated (Table 2). 

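Keratin 18, an intermediate filament protein of simple epithelia, was read by 2 probesets. The L copy (krt18.1.L) was at 48.8 ± 0.495 (SD, n = 2) in WT and 435 ± 30.8 in N1, with an adjusted p of 0.0258 from limma. Its call was lost without WT replicate 2 (adjusted p = 0.0691) and without the variance trend (0.378). The S copy (krt18.1.S) had signals of 35.9 and 11.2 on the WT arrays and of 6.12 and 37.5 on the N1 arrays. FGF-R3, a receptor of fibroblast growth factors (fgfr3.S), had signals of 21.0 and 14.0 in WT and of 62.4 and 18.5 in N1. Its mean was higher in N1, within the spread of the N1 replicates (adjusted p = 0.686 from limma). All 3 probesets lay below the median level of the array, and the signals of FGF-R3 and of the S copy of Keratin 18 were among the dimmest 25%.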

There was good agreement between qPCR calculated fold changes and those from the microarray data for 20 of these genes. Of the remaining 3 genes investigated, we were unable to generate reliable qPCR data for 2 and 1 was not confirmed as significantly differentially expressed.

**Table 2:** Selected differentially expressed genes between regenerating WT limb buds and non-regenerating transgenic *N1 *limb buds.

**Affymetrix Probeset(s)**	**Gene name**	**Array fold change**	***P*- value**	**qPCR fold change**	**Regeneration or developmental role**	**Pathway/function**

xl.22174.1.A1_at	*Hypothetical protein MGC68766*	3.85 WT	0.029	59.89	-	Homology to MHCII*α*

xl.23895.2.S1_at	Nucleoplasmin 3*	3.54 WT	0.003	4.04	-	Chaperone
xl.23895.1.A1_at		2.63 WT	0.011			

xl.24281.1.A1_at	*Hsp90*	3.13 WT	0.007	4.72	Muscle fibre regeneration [73]	Stress, chaperone

xl.16042.1.S1_at	*Type IX collagen*	2.94 WT	0.003	6.33	Bone formation and fracture [74]	Matrix, cartilage

xl.318.1.S1_at	*Gremlin*	2.85 WT	0.005	3.49	Limb development [31]	BMP inhibitor

xl.21917.1.S1_at	*Microtubule associated protein 1 light chain 3 α*	2.77 WT	0.003	1.52		Cytoskeletal protein

xl.6690.1.S1_at	*TIM22*	2.70 WT	0.008	1.92	-	Mitochondria transport

xl.17389.1.S1_at	*Tiarin*	2.70 WT	0.029	2.48	-	Early patterning

xl.8219.1.S1_at	Hsp60*	2.70 WT	0.286	2.62	Zebrafish *no blastema (nbl) *mutant [35]	Stress, chaperone
xl.8219.2.S1_at		1.81 WT	0.045			
xl.23194.1.S1_at		2.31 WT	0.049			
xl.24730.1.S1_at		2.11 WT	0.014			
xl.24730.1.S1_a_ at		1.94 WT	0.024			
xl.16470.1.A1_at	*3' exoribonuclease*	2.56 WT	0.040	3.66		RNA binding

xl.21891.1.S1_at	*Alcohol dehydrogenase 1*	9.7 *N1*	0.002	8.73	-	Retinoic acid synthesis

xl.7740.1.A1_at	*COX-2*	8.14 *N1*	0.048	5.54	Up-regulated in injured growth plate [75]	Inflammation

xl.9871.1.A1_s_a t	Thrombospondin 4*	7.32 *N1*	0.001	9.69	Expressed during osteogenesis [76]	Secreted, regulates cell interactions
xl.12952.1.S1_at		*N1* only	<0.001			

xl.11387.1.S1_at	*Haemoglobin α*	7.16 *N1*	0.004	6.23	-	Oxygen transport

xl.16451.1.A1_at	*Transmembrane serine protease 2*	6.96 *N1*	0.001	4.69	-	Protease

xl.9576.1.S1_at	*Carbonic anhydrase II*	6.52 *N1*	0.010	3.25		Metabolic enzyme

xl.8949.1.S1_at	*Ornithine decarboxylase 2*	4.48 *N1*	0.001	3.46	-	Metabolic enzyme

xl.2784.1.S1_at	Metallothionien A*	4.24 *N1*	0.023	4.20	Up-regulated in liver regeneration [77]. Up- regulated in skin wound healing [78]	Binds Zinc and Copper
xl.3144.1.S1_s_at		*N1* only	0.048			
xl.3144.1.S1_at		*N1* only	0.026			

xl.6874.1.S1_at	*Keratin 18*	*N1 *only	<0.001	4.31	-	Intermediate filament

xl.8908.1.S1_at	Raldh2*	3.01 *N1*	0.004	3.79	-	Retinoic acid synthesis
xl.18999.1.A1_at		*N1 *only	0.009			

Genes were selected from lists of up-regulated >2 fold in WT (regenerating, top section) or *N1 *(non-regenerating, lower section) and are listed in the order from the most differentially expressed according to Affymetrix GeneChip analysis (Array fold change, based on the mean of the two biological replicate samples). 

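The genes of this table differed between WT blastemas and N1 pseudoblastemas in the listed direction in all 29 probesets, 15 higher in WT and 14 higher in N1. Alcohol dehydrogenase 1 (adh1-a), an enzyme that oxidises retinol and other alcohols, had a signal of 51.3 ± 33.6 (SD, n = 2) in WT, where 1 of its 2 signals (75.1 and 27.6) was low, and 734 ± 129 in N1; the ratio of 14.3 became 26.6 without WT replicate 1. Thrombospondin 4, a matrix protein of tendon and cartilage, had low signals of 41.8 and 21.4 in WT and signals of 278 and 337 in N1 by the probeset that matches both copies of the gene. The transmembrane serine protease tmprss2.2.L was 7.10-fold higher in N1, and the carbonic anhydrase ca2.L 6.52-fold, with N1 signals of 485 and 1291 (3.56-fold without N1 replicate 2). The probeset of ornithine decarboxylase 2, annotated as azin2.S, was at 1307 ± 83.5 in WT and 5854 ± 52.1 in N1, 4.48-fold. On the WT side, the probeset of an MHC class II alpha-like gene had signals of 274 and 86.6 in WT and of 28.9 and 40.6 in N1, and those of tiarin (olfm4.L), TIM22 and a 3' exoribonuclease of the RNA exosome (exosc9.L) were 2.54-fold, 2.73-fold and 2.41-fold higher. Without N1 replicate 2 tiarin was 3.87-fold and the exoribonuclease 3.72-fold higher.

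The authors chose these genes from the same arrays, so their direction here is not independent evidence. The same holds for the counts below that pass over the list alone or do not overlap. After adjustment over all probesets 6 of the 29 passed at 0.05 with limma. All 6 were higher in N1, and the adjusted p was 0.0128 for azin2.S, 0.0258 for krt18.1.L, 0.0295 for adh1-a, 0.0368 for hba-l5.L, 0.0424 for tmprss2.2.L and 0.0432 for thrombospondin 4. All 6 calls were lost without the variance trend (0.378 or more) and without WT replicate 2 (0.0538 to 0.104), those of hba-l5.L, tmprss2.2.L and thrombospondin 4 also with median centring (0.0595 to 0.0673) and with 64 added before log2 (0.0554 to 0.0810), those of tmprss2.2.L and thrombospondin 4 after quantile normalisation (0.0577 and 0.0522), those of hba-l5.L and tmprss2.2.L with 16 added (0.0521 and 0.0542), those of adh1-a and thrombospondin 4 without N1 replicate 1 (0.0652 and 0.0722) and that of tmprss2.2.L without WT replicate 1 (0.0907). Adjusted over the list alone, 28 passed. In 28 probesets both arrays of one group lay above both of the other. The exception was the probeset of the L copy of Hsp60. Over all probesets tested, 17.9% had both WT arrays above both N1 arrays and 24.2% the reverse. The signal was below the median level of the array in 12 of the 29.

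**Figure D1:**
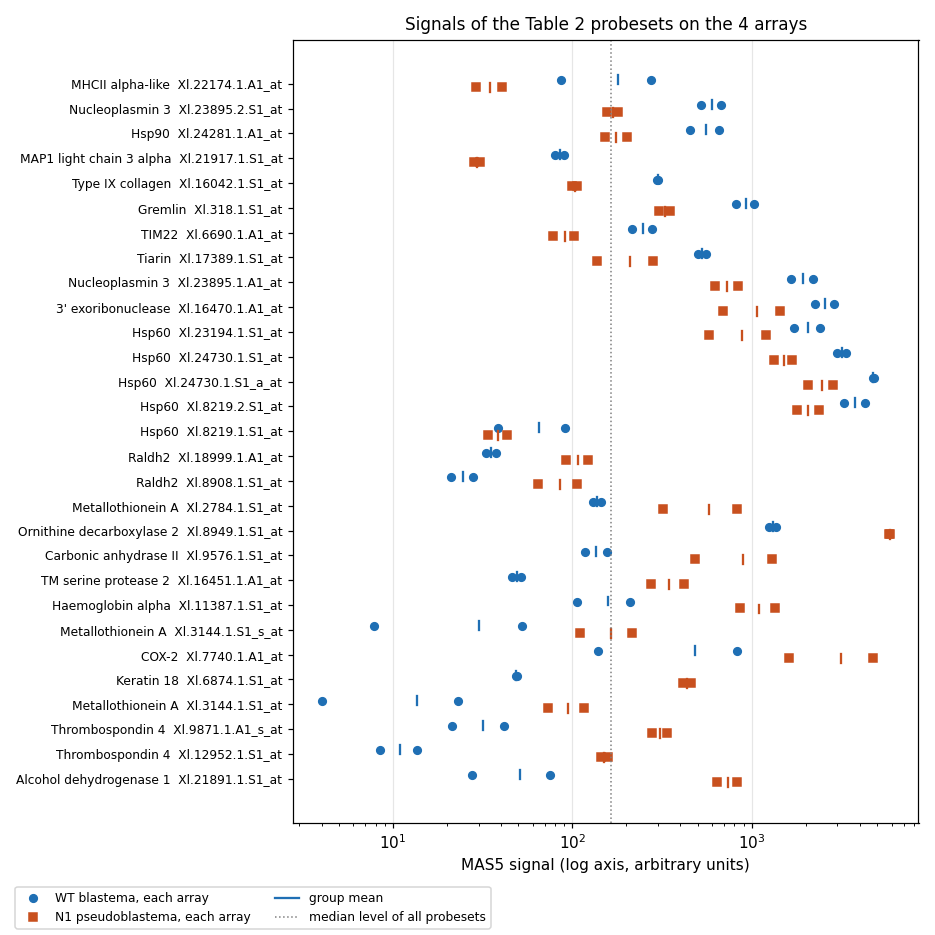
MAS5 signal (log axis, arbitrary units) of each Table 2 probeset on the 2 WT blastema arrays (circles) and the 2 N1 pseudoblastema arrays (squares), with the mean of each group as a short line and the median level of all probesets, 165, as a dotted line. Circles and squares do not overlap in 28 of the 29 probesets, whose genes were chosen from these same arrays.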

WT only or *N1 *only indicates that after normalisation of the array data, only WT or *N1 *samples respectively were called present by the GCOS software. *P *values were calculated for differential expression using AffylmGUI [28]. All the genes shown have been verified with qPCR and mean (from triplicate samples) normalised fold change values are shown (qPCR fold change). *denotes genes with 2 or more probesets on the chip, in each case all are up-regulated in the same direction. Where a known role in development or regeneration can be identified, representative references are given.

Fold change was calculated relative to change in expression of *FGF-10*, which was expressed uniformly across all microarray samples, and therefore used as a control gene for normalisation. In addition, the *X. laevis *GeneChip contains multiple probesets for some genes, and in every case where 2 or more probesets were identified for shortlisted genes, all were shown to be differentially expressed in the same direction, with the exception of Keratin 18 which was called absent in the duplicate probeset (Table 2). 

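Fgf10.S, which encodes a growth factor of the limb bud mesenchyme, was read by 2 probesets that gave signals of 36.9 and 46.2 (ending in A1_at) and of 59.1 and 45.7 (ending in S1_at) on the WT arrays. On the N1 arrays they gave 43.8 and 30.9, and 58.6 and 36.2. The WT means were 1.11-fold the N1 means for both probesets (adjusted p = 0.939 and 0.933 from limma), a difference smaller than the spread between replicates. The direction turned for both without N1 replicate 2. These signals lie below the median level of the array, where replicates differ widely, so the arrays give the ratio with little precision: the standard error of the log2 difference was 0.55 for the first probeset and 0.53 for the second.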

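Several shortlisted genes were read by more than 1 probeset. Nucleoplasmin 3 was 3.55-fold and 2.63-fold higher in WT by the probesets of its S copy and 1.37-fold by that of its L copy (adjusted p = 0.466 from limma). Metallothionein A (mt4.L), which binds zinc and copper, was 4.22-fold higher in N1 by its brightest probeset, with N1 signals of 832 and 322 (2.35-fold without N1 replicate 1). Its 2 others had low WT signals, 7.84 and 52.2 against 216 and 111 in N1 (ending in _s_at), and 23.1 and 4.01 against 116 and 72.7. For Raldh2 (aldh1a2.L), the enzyme that makes retinoic acid, the WT signals were low as well, 28.0 and 21.1 against 106 and 64.5 in N1 (ending in S1_at), and 33.2 and 37.4 against 122 and 92.5 (ending in A1_at). None of these metallothionein and Raldh2 probesets passed the adjustment over all probesets (adjusted p between 0.153 and 0.283 from limma). Of 24 measured genes of retinoic acid metabolism and signalling, a list with 2 genes of this shortlist, adh1-a rose in N1 and 23 did not pass, adjusted over the list alone adh1-a again was the only one, and the list was not called (adjusted p = 0.944 from camera). Thrombospondin 4 had WT signals of 8.45 and 13.5, among the dimmest 25%, and N1 signals of 157 and 144 by the probeset of its L copy, and 17.6 and 22.1 in WT and 48.3 and 56.3 in N1 by that of its S copy, and carbonic anhydrase II was 1.70-fold higher in N1 by the probeset of its S copy. For microtubule associated protein 1 light chain 3 alpha, a protein of autophagosomes, the copies went in opposite directions: the L copy was at 85.3 ± 6.88 (SD, n = 2) in WT and 29.4 ± 1.39 in N1, while the S copy was at 399 ± 13.8 in WT and 586 ± 30.9 in N1. For type IX collagen both were higher in WT by their means, the listed probeset (col9a1.L) at 299 ± 4.02 and 103 ± 4.91 and that of the other copy (col9a1-b) at 108 ± 21.8 and 96.5 ± 0.712. None of these 4 differences passed (adjusted p between 0.111 and 0.919 from limma).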

Several differentially expressed genes were identified that have known roles in regenerative processes (*COX-2, metallothionien A, Hsp90, Hsp60*), development (*Gremlin, Kruppel-like factor 2*, *Tiarin*) or osteogenesis (*Thrombospondin-4, Type IXα collagen*) as shown in Table 2 and references therein.

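Most measured genes of inflammation and of the handling of oxidants were toward N1 pseudoblastemas, while few passed a test singly. COX-2 (ptgs2.S), which makes prostaglandins, had signals of 821 and 139 on the WT arrays and of 1605 and 4711 on the N1 arrays, a mean ratio of 6.58 to N1 (adjusted p = 0.197 from limma). Of 41 measured genes of inflammation and leucocytes, a list fixed beforehand, 34 were toward N1, none passed the test and none did adjusted over the list alone. They included the lysosomal protease ctss.S, at 263 ± 6.95 (SD, n = 2) in WT and 543 ± 159.7 in N1, and the macrophage lysozyme lyz.L, at 16.9 ± 3.33 and 74.0 ± 18.8. As a list they were higher in N1 by camera at its preset correlation of 0.01 (adjusted p = 0.00105). The call was lost with an estimated correlation (adjusted p = 0.172 from camera), although the estimate, 0.00615, was below the preset. Of 34 genes of metallothioneins and oxidative stress, gstp1.L rose in N1 and 33 did not pass; adjusted over the list alone 6 were higher in N1, among them the thioredoxin txn.L (563 ± 93.1 in WT and 1269 ± 2.41 in N1), the glutathione reductase gsr.L (442 ± 8.28 and 887 ± 111) and the glutathione peroxidase gpx1.L. This list was also higher in N1 (adjusted p = 2.66e-05 from camera, and adjusted p = 0.172 with an estimated correlation). Each of these lists holds 1 gene of Table 2.

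Among genes of cartilage and bone the members went both ways. Adjusted over the list alone, thbs4.L was higher in N1 and col9a1.L higher in WT, and the other 14 of the 16 measured did not pass, including sox9.S, the transcription factor of cartilage formation, at 707 ± 137 in WT and 413 ± 33.2 in N1. No gene of this list passed over all probesets, the list as a whole was not called (adjusted p = 0.944 from camera), and thbs4.L and col9a1.L are genes that the study picked from these arrays. Klf2.S, a Kruppel-like transcription factor, had signals of 73.2 and 26.5 in WT and of 6.01 and 7.88 in N1 by its first probeset, and of 60.4 and 59.7 and of 14.7 and 37.7 by its other (adjusted p = 0.276 and 0.487 from limma). The Hsp90 probeset of Table 2 (unnamed here) was at 553 ± 146 in WT and 176 ± 34.1 in N1, with an adjusted p of 0.0942 from limma.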

### Gene ontology

The microarray data was mined for Gene Ontologies to determine if any groups of genes, based on their predicted biological function, were consistently up-regulated. The *X. laevis *GeneChip is sparsely annotated, so Resourcerer [29] was used to obtain TC numbers and predicted gene ontologies. Statistically over-represented GOs were pulled from the 2 fold up-regulated shortlists for both regeneration competent WT hindlimb buds and the non-competent *N1*s (Table 3) by comparing gene numbers in the ontology group to the complete set of genes on the GeneChip. Duplicate probesets for the same gene were eliminated first to avoid skewing of the data. Genes involved in transport of proteins to the mitochondria, protein folding and re-folding and response to heat were all shown to be statistically over-represented in regenerating WT blastema and AEC (*p *< 0.01). These functional categories are all suggestive of a role for chaperones and cellular stress response in successful regeneration. 

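Genes that fold proteins and carry them into mitochondria were toward WT blastemas as groups, and so were genes that build ribosomes, while no single member passed the adjustment over all probesets. In the mitochondrial import list, 20 of 26 measured genes were toward WT, 26 did not pass and 8 were higher in WT adjusted over the list alone. They included the outer membrane pore tomm40.S, at 2013 ± 92.2 (SD, n = 2) in WT and 975 ± 157 in N1, the mitochondrial Hsp70 hspa9.L, at 4046 ± 621 in WT and 2.02-fold over N1, and the import motor subunit pam16.L, at 2.00-fold. In the list of heat shock proteins and co-chaperones, 25 of 40 measured genes were toward WT, 40 did not pass and 7 were higher in WT adjusted over the list alone, among them the collagen chaperone serpinh1.S (1902 ± 435 and 767 ± 181), the Hsp40 dnaja1.L (1.59-fold) and the Hsp90 co-chaperone ahsa1.S (2.03-fold). The other 15 were toward N1, 1 of them with an unadjusted p under 0.05 from limma. They included dnajb2.L, bag3.L, hspb8.L and hspb1.S (log2 difference of WT minus N1 of -1.16, -0.85, -0.64 and -0.62). Hspa9.L, hspd1.S and hspe1.L belong to this list and to the import list, so these lists are not independent of each other. Of 14 genes of the cytosolic chaperonin CCT and of prefoldin, 11 were toward WT, 14 did not pass and 2 were higher in WT adjusted over the list alone, tcp1.L (6905 ± 480.5 and 3329 ± 886) and cct7.S (4479 ± 346 and 2616 ± 74.0). The ribosome list was the most uniform: 74 of 81 genes of ribosome biogenesis and rRNA processing were toward WT, 81 did not pass and 19 were higher in WT adjusted over the list alone, including utp4.L (2189 ± 129.7 and 937 ± 145) and nolc1.L (2295 ± 94.2 and 1102 ± 209.9), both proteins of the nucleolus.

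Against all other named genes, camera at the preset correlation called all 4 lists higher in WT. The adjusted p was 2.33e-06 for mitochondrial import, 0.000125 for heat shock proteins, 0.000123 for CCT and prefoldin and 4.22e-20 for ribosome biogenesis. With an estimated correlation no call held (adjusted p = 0.172 from camera for each of the first 3 lists and 0.110 for ribosome biogenesis). The estimate was below the preset for heat shock proteins (-0.0192), CCT and prefoldin (-0.0548) and ribosome biogenesis (-0.000475), and above it for mitochondrial import (0.0231). A higher correlation among members therefore does not account for the loss of the calls below the preset. With an estimated correlation camera judges its statistic by the residual degrees of freedom of the 4 arrays, and at the preset by those of the genes. It then calls a list only at a far larger statistic, so the lost calls do not show that the shifts are absent. The unadjusted p from camera was then 0.0409 for heat shock proteins, 0.0487 for CCT and prefoldin, 0.0456 for mitochondrial import and 0.00611 for ribosome biogenesis. Of the members of the 4 lists, 3 heat shock genes, 2 import genes and 1 ribosome gene belong to genes of Table 2 that the study picked from these arrays. Among 25 genes over 2-fold higher in WT, out of 4009 at or above the median level, Fisher's exact test, one-sided, gave adjusted p = 0.00315 for mitochondrial import (3 genes), 0.00400 for heat shock proteins (3 genes) and 6.07e-05 for ribosome biogenesis (6 genes). These overlaps did not pass without N1 replicate 1 (adjusted p = 0.427, 0.0930 and 0.339) or without the level filter (0.0951, 0.203 and 0.0503), nor did that of heat shock proteins with the 75th percentile filter (0.0823). From the groups over-represented in its own 2-fold list, the paper proposes that chaperones and the cellular stress response have a role in successful regeneration. Those groups came from these same arrays and share the topics of these lists, so the list calls are not independent evidence.

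**Figure D2:**
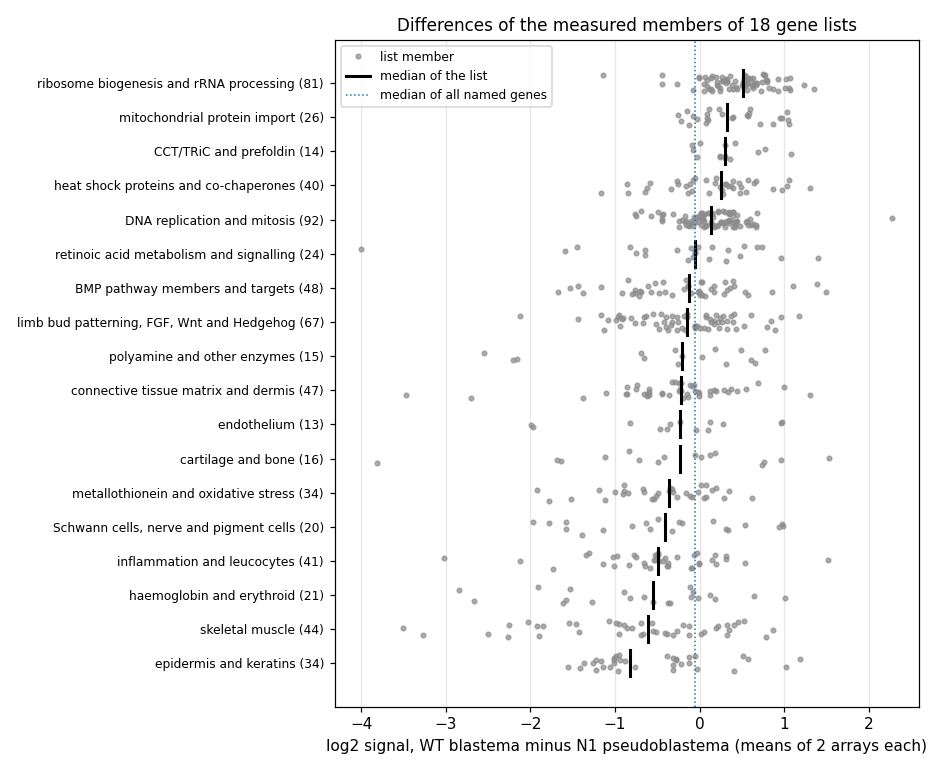
Difference in mean log2 signal, WT blastema minus N1 pseudoblastema, of each measured member (grey points) of the 18 gene lists, with the number measured in brackets, the median of each list as a black line and the median of all named genes, -0.0583, as a dotted line. The median was 0.52 for ribosome biogenesis, 0.32 for mitochondrial import and 0.25 for heat shock proteins, and -0.82 for epidermis and keratins.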

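Genes of growth and of limb patterning were measured by lists fixed beforehand. Of 92 genes of DNA replication and mitosis, 65 were toward WT blastemas, but the differences were small (median 0.14 on the log2 scale), 92 did not pass over all probesets and none did adjusted over the list alone. The replication helicase subunit mcm2.L was at 4243 ± 520.4 (SD, n = 2) in WT and 2859.8 ± 363 in N1, and the clamp loader subunit rfc2.L at 2658 ± 50.9 and 1682 ± 305. As a list these genes were higher in WT by camera (adjusted p = 0.00165), which was lost with an estimated correlation (adjusted p = 0.172). The 67 measured genes of limb bud patterning and of FGF, Wnt and Hedgehog signalling went both ways, 28 toward WT and 39 toward N1, with none past the test and none adjusted over the list alone (adjusted p = 0.944 for the list from camera). Higher in WT by their means were the Wnt antagonist frzb.S (328 ± 18.3 and 146 ± 24.7) and the limb bud homeobox gene lhx9.L (460.2 ± 71.7 and 247 ± 31.5), and higher in N1 the Hedgehog-binding protein hhip.L (139.6 ± 9.72 and 320.2 ± 89.9) and the distal limb gene hoxd13.S (123 ± 24.5 and 239 ± 42.9). None of these 4 genes passed (adjusted p between 0.195 and 0.341 from limma). The direction of this list turned after quantile normalisation.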

Embryonic development, growth and positive regulation of growth rate categories were also over-represented (*p *< 0.01), as would be expected in regenerating tissue. In contrast, GO categories over-represented (*p *< 0.01) in the non-regenerating *N1 *pseudoblastemas included oxygen transport, cytoskeleton organisation and biogenesis, cell morphogenesis and adhesion, and epidermis development.

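Haemoglobin genes were higher in N1 pseudoblastemas almost throughout. Hba2.L was at 8319.8 ± 1399.6 (SD, n = 2) in WT and 24752 ± 2868 in N1 (adjusted p = 0.0299 from limma). This call was lost after quantile normalisation (0.0512) and median centring (0.0516), with 64 added before log2 (0.0554), without the variance trend (0.394) and without WT replicate 1 (0.165) or 2 (0.586), while the log2 difference of WT minus N1 lay between -1.75 and -1.41 in all of these. Hbd.S was at 10207 ± 1681 and 24664 ± 3479, and hbg2.L at 5260 and 15716. Of 21 measured genes of haemoglobin and red cells, hba2.L and hba-l5.L rose in N1 and 19 did not pass, and adjusted over the list alone 8 were higher in N1, among them slc4a1.L, the anion exchanger of the red cell membrane. The globin probesets took 0.351% and 0.280% of the summed signal of the WT arrays and 0.639% and 0.877% of that of the N1 arrays. Epidermal genes were the other large group. Of 34 measured genes of epidermis and keratins, 29 were toward N1, 34 did not pass over all probesets and 14 were higher in N1 adjusted over the list alone. These included the keratins krt12.4.S (403 ± 54.7 in WT and 1076 ± 188 in N1) and krt19.L (379 ± 93.2 and 1119 ± 334), while the S copy krt19.S went the other way (543 ± 103 and 213 ± 8.72, adjusted p = 0.111 from limma). The desmosome genes perp.S (2137 ± 486 and 4753 ± 526), pkp3.S, jup.S and evpl.L and the tight junction genes cldn4.L and cldn7.L were also among the 14. In the list of connective tissue matrix and dermis, 35 of 47 genes were toward N1, 47 did not pass, and adjusted over the list alone 7 were higher in N1 and 1, the collagen chaperone serpinh1.S, in WT. Fibronectin (fn1.S), which binds cells to the matrix, was at 12829 ± 139 in WT and 23314 ± 3125 in N1, the matrix-bound growth regulator ccn2.L at 1282 ± 81.7 and 2378 ± 528, and the collagenase mmp1.S had low signals of 19.7 and 4.79 in WT and of 116 and 99.2 in N1. Of 44 skeletal muscle genes, 32 were toward N1 and none passed, also adjusted over the list alone; the myosin light chain mylpf.L had N1 signals of 180 on replicate 1 and 32.7 on replicate 2, and the troponin tnni2.S of 396 and 115.

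Against the other named genes, camera called these lists higher in N1, with adjusted p = 3.49e-06 for haemoglobin, 1.83e-07 for epidermis, 0.0174 for connective tissue and 0.0153 for muscle. The paper found oxygen transport and epidermis development over-represented in these same arrays. The haemoglobin and epidermis calls are therefore not independent of its result. No call held with an estimated correlation (adjusted p = 0.172 for haemoglobin and for epidermis, 0.331 for connective tissue and 0.617 for muscle), and without N1 replicate 1 the muscle call (adjusted p = 0.657) and the connective tissue call (0.0846) were lost. The connective tissue call was also lost without the variance trend (0.0822), with the 25th percentile filter (0.0718) and with the mean of all probesets of a gene (0.172), and the muscle call with the 25th percentile filter (0.103), while with the median filter the muscle list turned toward WT (0.851). Among 96 genes over 2-fold higher in N1, Fisher's exact test, one-sided, gave adjusted p = 2.34e-05 for epidermis (7 of 23 genes) and 5.27e-05 for haemoglobin (5 of 11 genes, of which hba-l5.L is a gene of Table 2); without WT replicate 2 the first was lost (0.311).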

**Table 3:** Over-represented gene ontologies.

**GO Term**	**No. on array/total genes**	**No. >2x up-regulated**		***p***	**Gene ontology description**	**Contributing gene TC numbers**
					
		**Fraction**	**% genes on array**			
GO:0030150	5/13094	4/98	80%	1.47E-08	Protein import into mitochondrial matrix	TC261859, TC262099, TC275000, TC275032
GO:0006626	22/13094	5/98	23%	5.04E-07	Protein targeting to mitochondrion	TC261859, TC261956, TC262099, TC275000, TC275032
GO:0006457	82/13094	6/98	7%	3.33E-05	Protein folding	TC261741, TC261742, TC261767, TC262099, TC263531, TC275000
GO:0009408	27/13094	4/98	14%	4.54E-05	Response to heat	TC261767, TC262099, TC275000, TC275946
GO:0006458	2/13094	2/98	100%	5.54E-05	De novo protein folding	TC261859, TC275032
GO:0006628	2/13094	2/98	100%	5.54E-05	Mitochondrial translocation	TC261859, TC275032
GO:0042026	6/13094	2/98	33%	0.001	Protein refolding	TC262099, TC263531
GO:0040007	58/13094	4/98	7%	0.001	Growth	TC2612741, TC261742, TC262099, TC275000
GO:0006364	29/13094	3/98	10%	0.001	rRNA processing	TC261435, TC275446, TC285474
GO:0007098	8/13094	2/98	25%	0.002	Centrosome cycle	TC263531, TC274052
GO:0009792	96/13094	4/98	4%	0.006	Embryonic development (metazoa)	TC261741, TC261742, TC262099, TC288722
GO:0040010	60/13094	3/98	5%	0.010	Positive regulation of growth rate	TC261741, TC261742, TC288722

**GO:0015671**	**8/13094**	**5/295**	**63%**	**2.97E-07**	**Oxygen transport**	**TC262354, TC275583, TC275773, TC279855, TC289552**
**GO:0045104**	**10/13094**	**4/295**	**40%**	**4.76E-05**	**Intermediate filament organisation and biogenesis**	**TC260221, TC263972, TC286967, TC287917**
**GO:0030573**	**2/13094**	**2/295**	**100%**	**0.001**	**Bile acid catabolic process**	**TC264038, TC265106**
**GO:0015721**	**2/13094**	**2/295**	**100%**	**0.001**	**Bile acid transport**	**TC264038, TC265106**
**GO:0008544**	**38/13094**	**5/295**	**13%**	**0.002**	**Epidermis development**	**TC260221, TC263972, TC286967, TC287917, TC289357**
**GO:0000902**	**23/13094**	**4/295**	**17%**	**0.002**	**Cell morphogenesis**	**TC263972, TC286967, TC287917, TC289357**
**GO:0007155**	**109/13094**	**8/295**	**7%**	**0.003**	**Cell adhesion**	**TC260941, TC264675, TC274819, TC275243, TC275517, TC287476, TC288397, TC288694**
**GO:0006796**	**15/13094**	**3/295**	**20%**	**0.004**	**Phosphate metabolic process**	**TC265197, TC274479, TC292101**
**GO:0006810**	**234/13094**	**12/295**	**5%**	**0.007**	**Transport**	**TC262354, TC264038, TC264071, TC265834, TC271905, TC275007, TC275583, TC275773, TC276787, TC279855, TC288559, TC289552**
**GO:0006694**	**6/13094**	**2/295**	**33%**	**0.007**	**Steroid biosynthetic process**	**TC264038, TC265106**

Gene ontology terms (biological function) shown to be statistically over-represented (*p *< 0.01) in the WT (regenerating, top section) or the *N1 *(non-regenerating, bold, lower section) 2-fold up-regulated or more lists. TC numbers are tentative consensus numbers for the Affymetrix *X. laevis *GeneChip assigned by Resourcerer [29], around 1/3 of the genes on the chip were annotated using this method.

### Expression of *Gremlin* during limb development and regeneration

One of the differentially expressed genes identified in our array screen was of immediate interest since it is known to be involved in both BMP signalling and limb development and patterning. *Gremlin *encodes a BMP inhibitor first isolated in *Xenopus *and expressed during development [30]. Subsequently, Gremlin has been shown to be involved in limb development in the mouse where it acts to regulate the signalling loop between Shh and FGFs in the posterior zone of polarising activity (ZPA), controlling the integrity of the AER [31]. Here, we show that *Gremlin *is also expressed in a specific pattern during *Xenopus *limb development (Fig. 4L–O) and regeneration (Fig. 4A–E). In tail bud stage embryos, *Gremlin *is expressed in the pronephros, pronephritic duct and neural crest cells of the head and trunk, as previously described [30]. During limb development, *Gremlin *is consistently expressed in a patch of anterior cells at a proximal-distal location corresponding to the future stylopod. There are also more dynamic areas of expression: early limb buds have *Gremlin *expressing cells in the posterior, paddle stage limb buds have more central areas of expression as well as two transient patches in the anterior of the forming footplate/autopod. These regions do not correspond to reported expression of *Gremlin *in the chick limb [32], which is incapable of regeneration.

**Figure 4:**
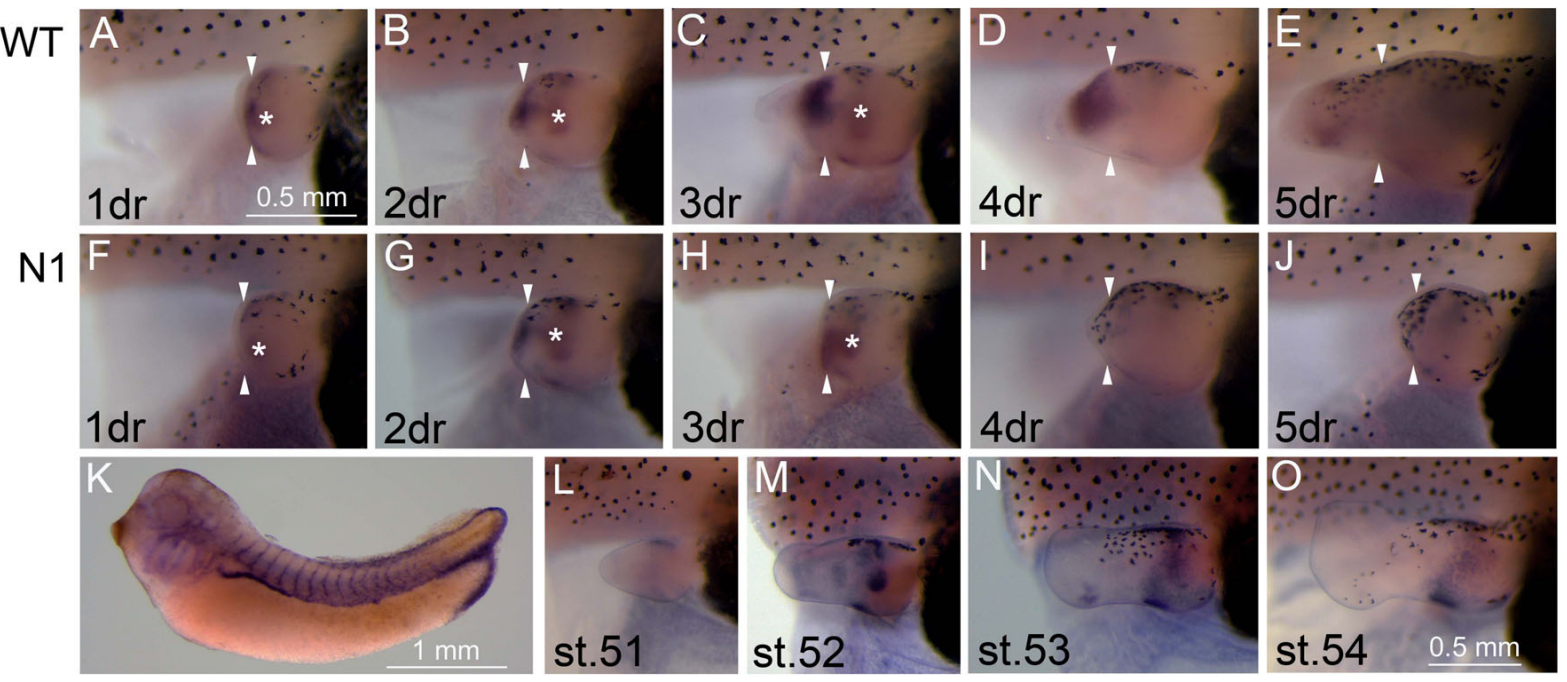
**Expression of *Gremlin *in regenerating WT and *N1 *limbs and during development**. Gene expression in regenerating wild type (WT) and *N1 *limbs and embryo tissue. (A-J) In situ hybridisation showing *Gremlin *expression in the regeneration bud. (L-O) Unoperated limb buds illustrating *Gremlin *expression during limb development. (K) In situ hybridisation showing *Gremlin *expression in a stage 32 embryo, the expression pattern is consistent with previously published *Gremlin *embryo expression [30]. White arrowheads indicate approximate amputation plane, scale bar in A applies to panels A-J and scale bar in O to panels L-O. In limb panels (A-J, L-O) posterior is uppermost, and distal to the left, dr = days of regeneration. In K, anterior is to the left and dorsal uppermost. White asterisks mark areas of *Gremlin *expression that are developmental and unrelated to regeneration.

During regeneration, *Gremlin *is expressed *de novo *by 24 hours after hindlimb amputation in the distal stump mesenchymal tissue but is absent from the epithelia and AEC (Fig. 4A). Expression appears to be restricted to the posterior half of the limb bud stump by 2 days post amputation and is absent from the distal blastema by 3 days (Fig. 4B, C). Expression appears to be down-regulated by 5 days (Fig. 4E) as the tissue begins to redifferentiate. *Gremlin *is also up-regulated following amputation of regeneration incompetent *N1 *hindlimbs but this appears to decline after 2 days so that expression is much reduced relative to WT controls by 3 days and is absent by 4 (compare Fig. 4D and 4I). The microarray data was generated using 3 day blastemas and pseudoblastemas, so the 3 fold upregulation in regenerating WT blastemas relative to pseudoblastemas corresponds to the expression shown in Fig. 4C and 4H. 

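Gremlin (grem1.L), a secreted BMP inhibitor, had signals of 1034 and 819 on the WT arrays and of 351 and 304 on the N1 arrays. The means of 927 ± 152 (SD, n = 2) and 327 ± 33.2 gave a ratio of 2.83, and the log2 difference was 1.50 with a standard error of 0.23. Both WT arrays lay above both N1 arrays. The adjusted p over all probesets was 0.0616 from limma, and adjusted over its list of 48 measured BMP pathway members and targets it was 0.00719. The study picked Gremlin from these arrays, so the value over the list is not independent evidence. Gremlin was the only member of that list to pass adjusted over the list alone, and none passed over all probesets. The others included the follistatin-like gene fstl1.L, at 324 ± 56.0 in WT and 547 ± 28.8 in N1, and the BMP antagonist nbl1.L, at 113 ± 13.3 and 213 ± 40.6, with adjusted p = 0.299 and 0.368 from limma. Of the 48, 21 were toward WT and 27 toward N1, and the list was not called (adjusted p = 0.712 from camera). The list mixes ligands, receptors, inhibitors and targets, which need not move in the same direction. A test of a shared direction therefore cannot show whether BMP signalling differed between the groups.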

A clear difference is seen in all cases as shown by these representative limbs, and the decline of the pseudoblastema correlates with reduced *Gremlin *expression. Furthermore, *Gremlin *did not appear to be up-regulated in non-regenerating stage 57 *Xenopus *hindlimbs (data not shown). *Gremlin *upregulation appears to be specific to the limb regeneration process, as no expression was detected during tail regeneration (data not shown).

### Expression of *Hsp60* during limb regeneration

Analysis of the gene ontology showed that regenerating WT *Xenopus *hindlimbs significantly upregulate genes involved in protein folding and targeting to the mitochondrion. One of the genes with highest expression in WT blastema and AEC relative to *N1 *transgenic pseudoblastemas was *Hsp60*, (also known as GroEL) a chaperone involved in the folding and assembly of polypeptide chains into protein complexes (reviewed in [33]) and located primarily in the mitochondria [34]. 

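Hsp60 (hspd1) was read by 3 probesets annotated with this gene. The S copy was at 3773 ± 719 (SD, n = 2) in WT and 2068 ± 408 in N1 by its brighter probeset, a ratio of 1.82, and at 2052 ± 469.6 and 887 ± 434 by its dimmer probeset, a ratio of 2.31. For the L copy the WT signals were 91.2 and 38.5 and the N1 signals 43.5 and 33.8, a ratio of 1.68 within the spread of the replicates. The 2 further probesets listed as Hsp60 in Table 2 were 2.11-fold (ending in S1_at, unnamed here) and 1.94-fold (ending in S1_a_at) higher in WT. The second is annotated as hspe1.L, the mitochondrial Hsp10 that works as the lid of Hsp60, and another hspe1.L probeset was at 2761 ± 542 in WT and 1407 ± 19.8 in N1. Of the probesets named here, all but that of the L copy of Hsp60 had both WT arrays above both N1 arrays. None passed over all probesets: the adjusted p from limma was 0.197, 0.206 and 0.739 for Hsp60, 0.0913 for the unnamed probeset and 0.128 and 0.135 for hspe1.L.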

Hsp60 already has a known role in vertebrate appendage regeneration: the zebrafish *no blastema *mutant (*nbl*) exhibits an early fin regeneration defect resulting from a loss of function mutation in the zebrafish homologue [35]. However, unlike Gremlin, Hsp60 has no reported role in limb development.

We have looked at the expression of *Hsp60 *during limb development and regeneration. In tailbud stage embryos, *Hsp60 *is quite broadly expressed and there is especially strong staining in the pronephros, pronephritic duct and somites, eye and branchial arches (Fig. 5L). In limb bud stages, *Hsp60 *is notably absent from the hindlimb buds (Fig. 5M–P), suggesting that this gene is indeed not involved in limb morphogenesis. Strong expression in the distal mesenchyme/forming blastema is apparent 24 hours after amputation in both regeneration competent WT (Fig. 5A) and non-competent *N1 *hindlimb buds (Fig. 5F). This expression is maintained and somewhat expanded by 2 days after amputation, in a region corresponding to the expected location of the blastema of WT limbs and the pseudoblastema of *N1*s (Fig. 5B, G). By three days, however, a clear difference in expression is seen between *N1 *and WT hindlimbs, with expression maintained in the expanding WT blastemas but declining rapidly in the pseudoblastemas of the *N1 *hindlimb buds (Fig. 5C, H). After 4 days, *Hsp60 *expression is completely absent from the *N1 *pseudoblastema and is declining in the WTs, which are beginning to regenerate a new autopod and stylopod (Fig. 5D, I). By 5 days, *Hsp60 *expression is absent from the regenerating WT hindlimb buds (Fig. 5E). While expression of *Hsp60 *occurs in the early stages following amputation of either WT or *N1 *hindlimbs, possibly as a response to wound healing, only strong, maintained expression of *Hsp60 *in the blastema appears to be indicative of good regeneration.

**Figure 5:**
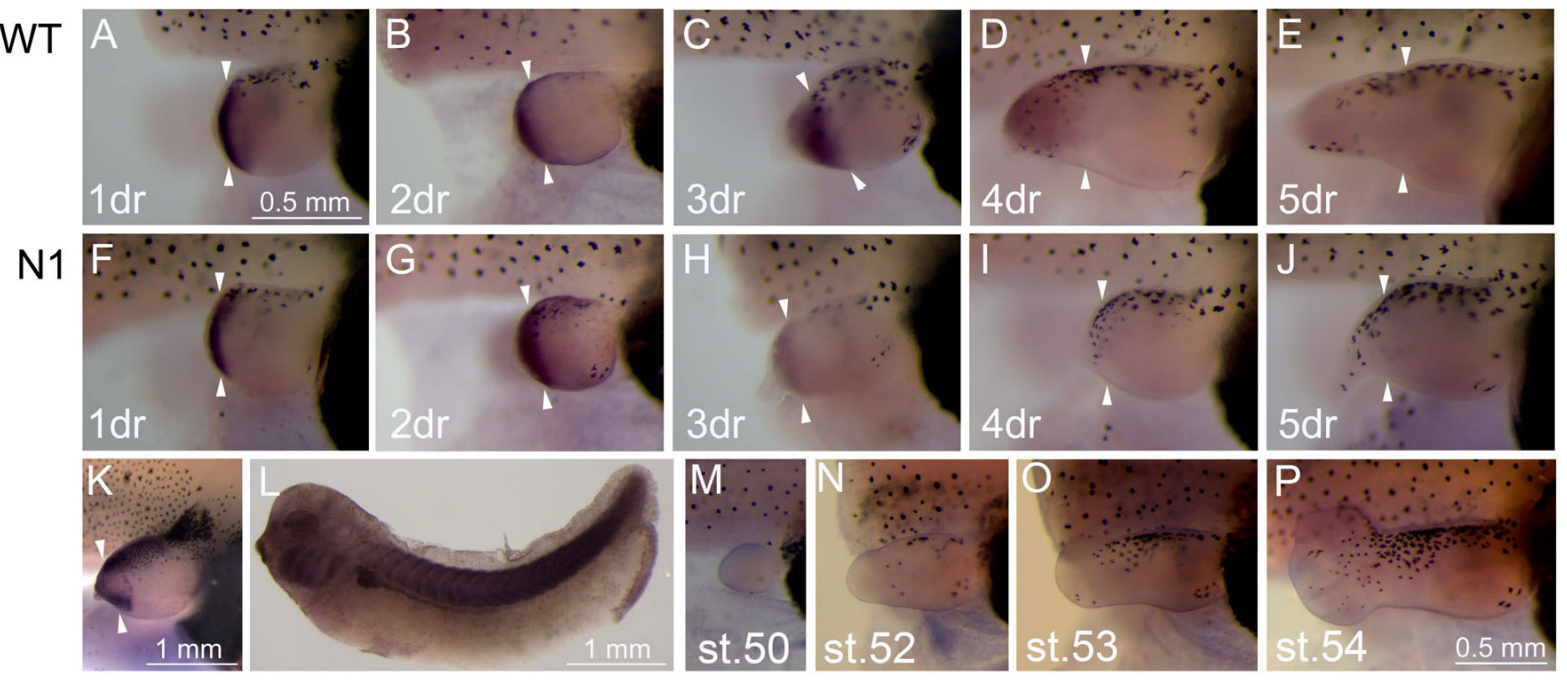
**Expression of *HSP60 *in regenerating WT and *N1 *limbs and during development**. Gene expression in regenerating WT and *N1 *limbs and embryo tissue. (A-J) In situ hybridisation showing *Hsp60 *expression in the regeneration bud. (M-P) Unoperated limb buds illustrating *Hsp60 *expression during limb development. (K) In situ hybridisation showing *Hsp60 *expression in stage 57 hindlimb of a WT animal 2 days after amputation. (L) In situ hybridisation showing *Hsp60 *expression in stage 32 embryo. White arrowheads indicate approximate amputation plane, scale bar in A applies to panels A-J and scale bar in P applies to panels M-P. In limb pictures (A-K, M-P) posterior is uppermost, and distal to the left, dr = days of regeneration. In L, anterior is to the left and dorsal uppermost.

In contrast to *Gremlin, Hsp60 *upregulation is not specific to limb blastemas. The gene is also re-expressed transiently in non-regenerating stage 57 limb buds, although in this case the expression appears to be localised to the anterior and posterior underlying mesenchyme (Fig. 5K). Expression is also up-regulated in the tail blastemas of non-regenerating refractory stage 47 WT tadpoles, and in regenerating stage 50 tadpoles, 2 days after amputation of the posterior half of the tail (data not shown).

## Discussion

### BMP signalling is required for transition of wound epithelium to the apical epithelial cap signalling centre in *Xenopus*

Our previous results have shown that the effect of inhibiting BMP signalling with ectopic *Noggin *under the control of the inducible *Hsp70 *promoter blocks regeneration most efficiently when targeted to the post-wound healing stage of regeneration (>24 hours post amputation). Histological analysis of *N1 *hindlimbs following amputation demonstrated that the AEC either fails to develop from the wound epithelium or is poorly formed and organised. In particular, the basal epithelial cells, which take on a characteristic columnar morphology during normal hindlimb regeneration, fail to do so in *N1*s, suggesting that BMP signalling is necessary to establish the normal morphology of the AEC. As these basal epithelial cells are thought to represent the AEC compartment responsible for signalling to underlying mesenchymal cells of the forming blastema in urodele amphibians [22], this signalling is likely disrupted or absent in *N1s*. In agreement with this previous study of axolotl limb regeneration, we can distinguish clearly between the early, 3 cell layer thick wound epithelium and the later developing multilayered AEC of *Xenopus*. These authors further suggest that the cuboidal basal epithelial cells of the AEC functionally mimic the apical ectodermal ridge (AER), which forms the signalling centre driving outgrowth and patterning of the developing limb [22]. If the same is true in *Xenopus*, then the failure of this compartment to develop may explain the degeneration of the pseudoblastema and ultimate failure of *N1 *hindlimbs to regenerate. 

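Genes of the skin layers were measured in marker sets drawn up after the result of the epidermis list had been seen. Cornifelin (cnfn.1.L), a protein of the cornified envelope, was at 1237 ± 30.7 (SD, n = 2) in WT and 3419 ± 756 in N1 (adjusted p = 0.0508 from limma), and sciellin (scel.L), another envelope precursor, was 2.28-fold higher. Of 8 markers of differentiated epidermis at or above the median level, 8 were toward N1, with a median log2 difference of WT minus N1 of -0.66 (range -1.45 to -0.0270). Of 4 markers of basal epidermis at that level (itgb1.L, dst.L, itga3.L and bcam.L), 3 were toward N1, with a median of -0.21 (range -0.85 to 0.21), the largest being the integrin itga3.L at 1.80-fold. The basal markers tp63.L, itga6.L and itga2.L lay below that level. How much of the 4 basal genes other cells make is not known here, so these values do not show a difference between skin layers. The 7 markers carried by every epithelial layer all belong to the epidermis list, so that they repeat its result and add no evidence; their median was -1.06, each gene taken by its brightest probeset, so that keratin 19 counts by krt19.L and not by krt19.S, which was 2.55-fold higher in WT. Among these was the epithelial splicing factor esrp1.L, at 1302 ± 216 and 2736 ± 652. The epithelial adhesion gene epcam.L was at 1559.9 ± 138 in WT and 3594 ± 145 in N1 (adjusted p = 0.0536 from limma). Of 16 markers of limb mesenchyme, 8 were toward N1 and 8 toward WT, with a median of 0.000921. Of the differentiated and basal markers, 5 and 1 also belong to the epidermis list, the ranges of these 2 sets overlapped, and the sets were not tested against each other.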

Analysis of the microarray data revealed that genes related to epidermis development are over-represented in the *N1 *amputated hindlimb samples, suggesting that by 3 days post amputation the *N1 *line is producing mature skin over the wound.

BMPs have multiple roles during limb development in vertebrates [36,37]. BMP signalling plays a role in AER formation, patterning, growth and regression [38-43] as well as later roles in differentiation of the cartilage and bone and sculpting of the digits by apoptosis [42,44-48]. Much evidence has accumulated that demonstrates that these multiple roles of BMPs during limb development are tightly regulated by a number of secreted antagonists expressed in the forming limbs [46,49,50].

Our results suggest that BMPs act to regulate AEC induction during regeneration of the hindlimb bud, as the loss of BMP signalling in the *N1 *line, depending on the individual tadpole, results in either the absence or impaired formation of the AEC. Loss or impairment of the AEC would be expected to ablate or decrease the level of signalling to the underlying mesenchyme resulting in decreased proliferation of the *N1 *mesenchyme. Previously, we have shown that proliferation is indeed decreased in the *N1 *hindlimb pseudoblastema relative to the regenerating WT blastema [12]. Partial regeneration (reduced patterning) may arise as a result of reduced AEC function, leading to the variability seen in regenerative success.

### The stress response is specifically activated during regeneration

A comparative analysis of global gene expression in 3 day post-amputation regenerating (WT) versus non-regenerating (*N1*) hindlimb buds was performed. Genes differentially expressed by more than 2-fold between WT and *N1*s were searched for significantly over-represented Gene Ontologies (GO: biological function). Of the 12 GO terms significantly over-represented in WT, regenerating limb buds, 7 are linked to chaperone activity, suggesting that appropriate stress response processes correlate with regenerative success. Two genes in this group, *Hsp60 *and *Hsp90*, were confirmed as over-expressed in WT regenerates using q-PCR. *Hsp60 *was subsequently demonstrated to be induced in the distal mesenchyme following hindlimb bud amputation, and maintained only in successful regenerates. Without BMP signalling, the expression of *Hsp60 *declines much sooner, and the pseudoblastema regresses. A previous study showed that *nbl (no blastema) *zebrafish mutants fail to regenerate their fins following partial amputation because of a missense mutation in Hsp60 which alters the ability of the protein to bind to and fold or re-fold denatured proteins [35]. Zebrafish fin regeneration goes through the same processes of wound epidermis formation and blastema formation that drives regeneration in tetrapod limbs [51]. Another member of this family, Hsp70, is expressed during development and regeneration in the axolotl limb [52]. In urodele amphibians such as the axolotl, there is thought to be a de-differentiation step, which occurs following wound healing and provides cells to the blastema. *Hsp70 *expression was strong and maintained in the blastema following axolotl forelimb amputation, similar to the expression of *Hsp60 *presented here. Therefore the urodele and anuran amphibians, which utilize different mechanisms for forming the blastema, both appear to require induction and maintenance of heat shock proteins. Hsp70 has also been linked to arm regeneration in echinoderms [53] suggesting that this is not unique to vertebrate regeneration.

The partial loss of a limb or fin likely subjects the remaining cells to a number of stresses. The heat shock proteins (Hsps) were initially discovered by virtue of their induction by elevated temperature in the fruit fly *Drosophila melanogaster *[54]. However, they are now known to have a more general role in cellular stress and are even released from cells under some circumstances, where they modulate inflammatory and immune responses (reviewed in [55]). We do not currently know whether the Hsps induced in regenerating limbs are released into the extracellular spaces, but this provides an attractive mechanism for generating a regeneration niche. Certainly, *Hsp60 *induction seems to be a requirement for regeneration of diverse tissues, including the zebrafish fin and heart [35], and frog limb bud and tail. Interestingly, we are utilizing the mechanism of heat shock to induce ectopic *Noggin *expression in order to block BMP signalling in our *N1 *transgenic line. Hence, we would expect that heat shock proteins in general may be elevated in both transgenic and WT animals, since both are subjected to the same heat shock protocol. 

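An Hsp70 transcript, hspa1l.S, had signals of 24821 and 24742 on the WT arrays and of 26443 and 26457 on the N1 arrays. The means differed by 1.07-fold (adjusted p = 0.881 from limma), and the direction turned after quantile normalisation and after median centring. Hsp90ab1.S, a constitutive Hsp90, was at 928 ± 35.4 (SD, n = 2) in WT and 883 ± 271 in N1, a ratio of 1.05 with an adjusted p of 0.911 from limma. Hspa8.L, a constitutive Hsp70, had signals of 14275 and 14747 in WT and of 18341 and 13936 in N1, and a dim probeset of hsp70.L had 37.7 and 48.5 in WT and 6.53 and 25.1 in N1 (adjusted p = 0.834 and 0.479 from limma). Within the list of heat shock proteins and co-chaperones, 15 members were toward N1, of which 1 had an unadjusted p under 0.05, and 25 toward WT, of which 10 had one and 7 passed adjusted over the list alone. All tadpoles behind these arrays were heat shocked, so they hold no level without heat shock.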

We have observed a general, ubiquitous increase in *Hsp60 *transcripts in WT animals that have been subjected to heat shock, which does not seem to be apparent in *N1 *siblings (data not shown). This may suggest that BMP signalling activity in fact modulates the induction of Hsp60 and that this prevents *N1 *tadpoles from being able to regenerate efficiently.

### A possible role for the BMP inhibitor Gremlin in limb regeneration

Comparison of gene expression in regenerating and BMP signalling deficient, non-regenerating limb buds using a same stage microarray approach identified the developmentally important gene *Gremlin *as up-regulated during regeneration. Further investigation revealed that *Gremlin *is initially up-regulated in distal mesenchyme regardless of regenerative potential, but that it is rapidly lost by hindlimbs that subsequently fail to regenerate. *Gremlin *is involved in limb development in chickens, and knockout mice show defects in limb outgrowth and patterning due to a loss of reciprocal signalling between the AER and underlying ZPA, located posteriorly [31,32]. Here, we show that *Gremlin *is also expressed during limb development in *Xenopus *although the pattern of expression does not appear to mimic that seen in chick and mouse, suggesting that it may play a different role in non-amniote limb development. During regeneration however, the highest expression of *Gremlin *is seen in the posterior half of the mesenchyme underlying the wound epithelium. As the AER develops in WT regenerates, this expression first intensifies from 2–3 days post amputation and then gradually declines, becoming absent by 5 days. It is interesting that this expression pattern does not recapitulate developmental *Gremlin *expression in *Xenopus*, rather resembling the expression seen in developing amniote limbs.

Gremlin, like Noggin, is a BMP antagonist, but it also down-regulated by *Noggin *[56,57], which may account for the rapid loss of induced *Gremlin *in the *N1 *hindlimb buds. Interestingly, the loss of *Gremlin *in failed regeneration occurs between 2–4 days post amputation, when the pseudoblastema is regressing. Furthermore, the upregulation of *Gremlin *does not occur following tail amputation or removal of late stage hindlimbs that are unable to regenerate efficiently, suggesting that the ability to upregulate and maintain *Gremlin *expression in the mesenchyme could be important for limb regeneration.

### New target genes for regeneration research

Two previously published studies have used differential screening to identify genes associated with regenerative success in *Xenopus *tadpole hindlimbs [19,21]. Comparison of our data with these previous studies does not indicate a high level of gene discovery overlap. However, this is unsurprising for two reasons. Firstly, both previous studies compared markedly different stage limbs: stage 53 (regenerative) and stage 57 or 59 (non-regenerative). This means that limb tissue of very different maturity and differentiation status was being compared, perhaps leading to identification of genes involved in this maturation process as well as regeneration specific genes. Secondly, the tissue was collected after either 1 or 5 days of regeneration in Grow et al [21] and after 7 days in King et al [19]. The current study focused on comparisons at 3 days after amputation, where the blastema and AEC are well established, but before differentiation begins. Neither of the two genes studied in detail here would have been likely to show differential expression at either 1, 5 or 7 days post amputation, and therefore were likely to be missed by previous investigations. Furthermore, our current study is likely to favour the identification of genes which act downstream of BMP signalling during limb regeneration.

## Conclusion

*N1 *transgenic tadpoles, which are deficient in BMP signalling, probably fail to regenerate because they do not form a morphological AEC. While mesenchyme accumulates beneath the wound epithelium in these animals it forms a rounded, regeneration incompetent pseudoblastema rather than the cone shaped, regeneration competent blastema seen in WTs. By comparing gene expression in same stage *N1 *and WT hindlimbs 3 days after amputation, we have identified several genes and functional groupings associated with regenerative success in *Xenopus *tadpole hindlimbs. Further investigation of these may reveal new potential therapeutic targets for regeneration research.

## Methods

### Transgenic animals

The *N1 *stable line of transgenic *Xenopus *has been previously described [12]. Briefly, the animals contain a transgene comprised of two linked parts, the first containing *X. laevis *Noggin coding sequence [58] under the control of the *Hsp70 *promoter, and the second the green fluorescent protein (GFP) coding sequence under the control of the lens specific promoter *γ-crystallin*. The line is derived from a single insertion founder made by sperm nuclear injection using the method of Kroll and Amaya [59] modified as in Beck et al [10]. All animal experiments were subject to New Zealand's animal welfare standards for vertebrates and were reviewed by the University of Otago Animal Ethics Committee (AEC). The AEC approved all experiments under protocols AEC57/03 and AEC78/06.

### Microarray analysis

WT and *N1 *strain tadpoles were grown to stage 52 [60] and heat shocked at 34°C for 30 minutes to activate the transgene. After 2–3 hours, hindlimb tissue was removed at the future ankle using Vannas iridectomy scissors. Tadpoles were heat shocked again 24 and 48 hours post-amputation to maintain transgene expression. Three day post-amputation blastema or pseudoblastema tissue was isolated as shown in Fig. 2 from 2 × 20 WT and 2 × 20 *N1 *blastemas and stored in RNA *later *(Qiagen) at 4°C until extraction. Total RNA from each biological replicate was subsequently isolated using TRIzol (Invitrogen) and cleaned using an RNeasy mini kit (Qiagen). Half of the total RNA from the four samples was sent to the Centre for Genomics and Proteomics at the University of Auckland, for labelling and hybridisation to *Xenopus laevis *GeneChips (Affymetrix), enabling analysis of over 14,400 transcripts. RNA was assessed using capillary electrophoresis (Bioanalyser, Agilent). Labelling of each sample was performed using the Affymetrix 2-cycle kit. Microarray data was normalised in Affymetrix GeneChip Operating Software (GCOS) using the MAS5 algorithm [61] and fold change calculated for each probeset by comparing the mean value for the 2 *N1 *samples to the mean value for the 2 WT samples. Statistical analysis was conducted using the Bioconductor software AffylmGUI [28], which analyses differential expression in terms of linear models and generates a moderated t-statistic and *P *value for each probeset. The data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus (GEO) [62] and are accessible through GEO Series accession number GSE9813.

### Gene ontologies

*Xenopus *TC (Tentative Consensus) numbers and Gene Ontology (GO) assignments for biological function were obtained for the Affymetrix *Xenopus laevis *GeneChip using Resourcerer v13.0 [29], December 2006 release [63]. 2-fold or greater up-regulated lists of TC numbers were created for both WT and *N1 *blastemas and duplicate TC numbers (arising when the GeneChip contained multiple probe sets for one gene) removed using the online BAR duplicate remover tool [64]. Genemerge v1.2 [65] was used to determine GO groups which were statistically over-represented in the WT or *N1 *2-fold up-regulated lists compared to the genes represented on the array.

### Quantitative real time PCR (qPCR)

In preparation for qPCR, mRNA was amplified for one cycle from the remaining RNA using a MessageAmp™ II aRNA Amplification kit (Ambion). Reverse transcription was performed using 500 ng amplified RNA per reaction, using random primers (Invitrogen) and Superscript™ III (Invitrogen). The resulting cDNA was diluted 1:100 for use in qPCR reactions.

qPCR was performed on a Stratagene Mx3000P system using ABsolute QRT-PCR SYBR Green Mix (ABgene), 140 nM forward and reverse primers and 9 μL diluted cDNA. For each sample, qPCR reactions were prepared in triplicate and compared to a single no reverse transcriptase (RT) control to check for genomic contamination. A standard 40-cycle program with hot start was used and annealing temperatures varied from 55–62°C. Melting curves were examined to confirm specificity of product amplification. The NCBI program Spidey [66] was used to predict intron-exon boundaries by comparing *X. laevis *cDNA sequence to *X. tropicalis *genomic and transcript sequence from the Joint Genome Institute [67]. Primers were designed in Oligoperfect (Invitrogen) so that one of the primers spans two predicted exons. Primers used, annealing temperatures and product sizes are in Additional file 1.

*FGF-10 *expression levels did not change between *N1 *and WT samples and was therefore used to normalise data from qPCR before calculating the fold change from mean ΔCT values. Estimates of primer efficiencies were first calculated using LinRegPCR [68]. These estimates of primer efficiency (and the standard error associated, calculated using Microsoft Excel) were then entered into REST, an Excel-based macro that calculates fold changes with and without normalisation to a reference gene [69,70]

### In situ hybridisation

The full length coding sequence of *Gremlin *was amplified from stage 12 *X. laevis *embryos by RT-PCR using High Fidelity Platinum *Taq *(Invitrogen) and ligated using flanking *XbaI *and *KpnI *sites into *pBluescriptIIKS+ *(Stratagene). Oligonucleotide primers used were 5' gctctagaatgaactgtctcgtttatgc, 3' gcggtaccttagtccaggtctatgg. The full length coding sequence of *Hsp60 *was amplified from stage 17/18 *X. laevis *embryos by RT-PCR using High Fidelity Platinum *Taq *(Invitrogen) and ligated using flanking *XbaI *and *KpnI *sites into *pBluescriptIIKS+ *(Stratagene). Oligonucleotide primers used were 5' cgctctagaatgctgcggctac, 3' gcggtaccttaacaaagcaacttacc. Insertions were verified by DNA sequencing, performed at the Allan Wilson Centre for Genome Service (Massey University, New Zealand). Digoxygenin labelled ribonucleotide probes were made by linearising plasmids with *XbaI *and transcribing using T3 polymerase labelled with digoxigenin-UTP labelling mix (Roche). DNase I (Invitrogen) was used to remove templates following transcription and the probes were precipitated with 2.5 M LiCl. Whole-mount in situ hybridisation of embryos and tadpoles was performed as previously described in [71] with modifications as in [72].

### Histology

Tadpoles were fixed overnight in cold ethanol/glycine fixative (70% ethanol, 15 mM glycine pH 2.0) at -20°C, dehydrated in methanol and embedded in paraffin wax. 5 μm sections were cut using a Leica microtome and stained with haematoxylin and eosin.

## Authors' contributions

CWB conceived the work and supervised it. RCD performed analysis of the microarray data. EJP, DB and CWB performed the experiments. CWB wrote the manuscript with input from all authors.

## Supplementary Material

Additional file 1 Supplementary table S1. Contains primer sequences used for qPCR. Click here for file

# Supplementary material for: Identification of genes associated with regenerative success of Xenopus laevis hindlimbs
**Source:** BMC Dev Biol. 2008 Jun 23;8:66. doi: 10.1186/1471-213X-8-66
**Supplement:** Additional file 1 — Supplementary table S1. Contains primer sequences used for qPCR.

| **Gene name** | **Genbank accession number** | **5’ primer** | **3’ primer** | **Annealing temp** | **Product**  **size** |
| --- | --- | --- | --- | --- | --- |
| *Gremlin* | AF045798 | ccttcccacaggatgaactg | ggctccctgtgatccactaa | 55C | 114bp |
| *Thrombospondin 4* | BC077261 | catgcgtggaggaagactg | cctctgggattgtatcattacacc | 55C | 95bp |
| *Haemoglobin α* | BC073064 | ggaaactttgggctgctgt | caaggaacttgtcccaagca | 60C | 103bp |
| *Hsp60* | BC046687 | gcgttgcagtactaaaggttg | tccttcttccacagctgcac | 55C | 107bp |
| *TIM22* | BC084949 | ccgactgctaaagaggtgct | tcctcgatatgattccaccag | 60C | 120bp |
| *Hsp90* | BC072998 | gacttggtcttggaattgatga | tccattcgagaagagtctccat | 55C | 109bp |
| *Tiarin* | AB075925 | cacaaccttctattagttatggaactg | ccttaccccatcctccaaat | 60C | 120bp |
| COX-2 | BC077809 | agaccagcagggttcaaact | gttgaggcagcacaggacat | 60C | 120bp |
| *Transmembrane serine protease 2* | BC084671 | tcctttgggtatggacagtg. | agctgccagacctggagtaa | 55C | 95bp |
| *Ornithine decarboxylase2* | AF217544 | ggattacagcaaaccgagga | gtggctgcaaaggtacgagt | 60C | 101bp |
| *MHCIIα-like* | BC060437 | ttcacaaattcccaattcca | gctttaggcaatcaagaaaaaca | 55C | 101bp |
| *Nucleoplasmin 3* | BC078496 | ccatgtgctctacggtagtcg | aaagctggtgttggaatcct | 55C | 102bp |
| *Type IX collagen* | BC045244 | tctgtaaatgtgttatgtgggtca | caatgcaatcttaggccgata | 55C | 101bp |
| *Metallothionein A* | BC091777 | aaaagctgctgttcctgctg | gacgcagagcccttcagtta | 55C | 109bp |
| *Raldh2* | AF310252 | gcaggaactgtttggataaattg | ctctcccatttctcttccattg | 62C | 96bp |
| *Microtubule associated protein light chain 3α* | BC043946 | ggcaattccgttgataggg | tttctgttccgaccctccac | 55C | 95bp |
| *3’exoribonuclease* | BJ077527 | tccatgtagagtcatttctaaacca | tcttctgattcgtcaatttgg | 60C | 102bp |
| *Alcohol dehydrogenase 1* | BC041319 | ccaaagtagaccctgctgct | tggagtaaccttagcagtgttca | 55C | 98bp |
| *Keratin 18* | BC054993 | tcaaaggtggaggagcacac | taagctggctttctggttgc | 60C | 144bp |
| *Carbonic anhydrase II* | CB560639 | acgtgatgtttttgctctcg | cgcaagtggaacttttacgg | 55C | 102bp |
| *FGF-10* | AB73747 | cagtgaaagccattaacagca | ggtgttgtagccattctcctct | 55C | 125bp |

How the deposited data were processed for this re-analysis (not part of the article)

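The analysis started from the table the authors deposited, which holds MAS5 signal intensities on a linear scale for the 4 arrays, scaled by them as the text at the arrays describes. The versions of GCOS and MAS5 were not given in the sources used here. Nothing was renormalised or added to the signals before log2 in the results at the claims. Probeset names came from a table of symbols for this array. Of the probesets with 1 symbol, 9227 had their gene in the RefSeq gene table of assembly Xenopus_laevis_v10.1, and 2 symbols were updated to it. Probesets with several symbols or none are called unnamed here, except that the thrombospondin 4 probeset that matches both copies kept the name the paper gives it. A probeset is named in the text by its gene and, where a gene has several, by the ending of its ID or its brightness; the IDs of the shortlist are those printed in Table 2, except that of TIM22, for which the probeset of the same number ending in A1_at was used.

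WT blastemas and N1 pseudoblastemas were compared with limma 3.58.1 (lmFit and eBayes with a variance trend) in R 4.3.3 on log2 signals, as WT minus N1, with the Benjamini-Hochberg adjustment over all probesets tested and a threshold of 0.05. An unadjusted p under 0.05 was counted beside it. Fold changes at the claims are ratios of mean linear signals. They were counted over probesets whose mean log2 signal was at or above the median of all probesets, a filter that stands in for the detection calls. The test was tested on simulated data, in which it also called 20 of 20 gene lists that had been shifted and 0 lists that had not. The simulated genes varied independently of each other, so this does not show how often lists are called falsely where genes vary together.

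Lists of genes were fixed before the data were examined, as were the comparison, the thresholds, the alternatives and the rule for naming genes, except where the text says that a choice was made after. The paper had been read by then. Protein folding, heat response, mitochondrial import, rRNA processing, oxygen transport and epidermis are groups it found over-represented in these same arrays. The calls of lists on those topics are therefore not independent of the paper's result. The 18 lists cover heat shock proteins and co-chaperones; the CCT chaperonin and prefoldin; mitochondrial protein import; ribosome biogenesis and rRNA processing; DNA replication and mitosis; haemoglobin and red cells; epidermis and keratins; retinoic acid; the BMP pathway; limb patterning with FGF, Wnt and Hedgehog; skeletal muscle; cartilage and bone; connective tissue and dermis; inflammation and leucocytes; endothelium; Schwann cells, nerve and pigment cells; metallothionein and oxidative stress; and polyamine, carbonic anhydrase and other enzymes of pathways the paper names. Each of 6485 named genes, counting its homeologs as 1 gene, was represented by its brightest probeset. Lists were tested with camera of limma against all other named genes, at the preset correlation of 0.01 and beside it with a correlation estimated from the data (with statmod 1.5.0), with the adjustment over the lists. A count adjusted over the list alone takes the p-values of that list's members as the only tests. Fisher's exact test, one-sided, compared the lists with the genes over 2-fold higher in a group, among the named genes at or above the median level, adjusted over lists and directions.

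Genes named in the text were chosen by 3 rules: every probeset of Table 2 and of the genes the paper names in its text, whose values in the paper had been seen; the 15 probesets in each direction with 1 symbol, a level at or above the median, no overlap between the groups and an adjusted p under 0.05, taken by the size of the change and filled up by the smallest p among those over 2-fold; and the 4 members of each list with the smallest p. Further members of the lists and the marker genes of the skin layers were chosen after their values were seen. The alternatives were: no variance trend; a filter at the median or the 25th percentile of the level; quantile normalisation or median centring; 16 or 64 added before log2; the replicate number as a block; each array left out in turn; other level filters, geometric means or an added p for the fold counts; and for the lists fry (which tests a list against no change and not against other genes), an estimated correlation and the mean of all probesets of a gene.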

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

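The tests of epidermal share, of mesenchyme share and of red cells were chosen after the results they bear on had been seen; the others were written down before.

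Of 34 measured epidermal genes, 29 were toward N1 pseudoblastemas, 34 did not pass over all probesets and 14 were higher in N1 adjusted over the list alone. The list was called higher in N1 at the preset correlation (adjusted p = 1.83e-07 from camera) and not with an estimated one (0.172). After quantile normalisation the median of the list was still -0.77 relative to all genes on the log2 scale, which argues against the scaling of the arrays. A larger share of epidermal cells in the N1 tissue and regulation within the epidermis cannot be told apart, because the 7 pan-epithelial markers at or above the median level (median -1.06 by the brightest probeset of each gene) all belong to this list and are no separate test (the S copy of keratin 19, krt19.S, was 2.55-fold higher in WT). A smaller share of mesenchyme, which would raise every other cell type alike, cannot be told apart from these either, because the epidermis list lay -0.59 from the endothelium list with a 95% bootstrap interval over genes of -1.08 to 0.0937 (10000 draws), few endothelial genes are bright, and the 16 limb mesenchyme markers at or above the median level went 8 each way (median 0.000921), which decides nothing. Regulation within the epidermis was not tested.

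Haemoglobin genes stood higher in N1 as well, among them hba2.L at 2.98-fold, a haemoglobin alpha gene whose probeset is not the one listed in Table 2. After quantile normalisation the median of the bright globin genes was still -1.45 relative to all genes, which argues against the scaling of the arrays. Of 10 other genes of red cells, fech.L and ank1.S were toward WT and 8 toward N1, among them the anion exchanger slc4a1.L (74.6 and 67.7 in WT and 190 and 373 in N1), but the 4 at or above the median level had a median log2 difference of only -0.23 (alad.S 1.01-fold, ppox.L 1.07-fold, nfe2.S 1.27-fold and urod.L 1.45-fold higher in N1). The largest difference between bright globin genes was 2.46 standard errors, between the bounds set for a common shift and against it, and how much of those 4 genes other cells make is not known here, so more red cells in the N1 tissue and a change in globin expression cannot be told apart. Blood taken up at dissection was not tested.

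More probesets were over 1.5-fold higher in N1 than in WT without the level filter. Quantile normalisation left 52.4% of them higher in N1, so the scaling of the arrays is a candidate source, although this normalisation would also remove a real shift of many genes. Low signals raised on the array of N1 replicate 1, which was the highest of the 4 arrays in 45.3% of the dimmest 25% of probesets, cannot be told apart from this: N1 replicate 2 alone gave a mean of 55.3% against the WT arrays (53.3% and 57.4%), between the bounds set beforehand, and N1 replicate 1 gave 63.9% and 65.8%. No biological explanation was tested for this split.

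The EGFP control probeset, which the paper does not report, had a mean signal of 116 in N1, the group that carries the GFP transgene, and low signals of 16.1 and 29.4 in WT, so that no fold is given (adjusted p = 0.155 from limma). Nmral1.S, which the paper does not name, was 6.44-fold higher in N1 by its probeset ending in _a_at and 6.89-fold by another. Other genes that the paper does not name passed the test in N1: MGC52622 (4.36-fold), gstp1.L (3.47-fold), pltp.S (3.52-fold), akr1c2.L (4.76-fold) and hebp2.S (3.32-fold).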

How the results depend on the processing

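The combined pseudocount and filter, the fold counts without a filter but with a p, and the lists without Table 2 genes were chosen after the data had been seen; the other settings were planned. With 2 arrays per group the calls depend on how the spread is modelled, and low signals, where replicates differ most, limit every count without a level filter. When an array is left out, the lone array of its group is assumed to vary like the other group. Over 115 named probesets and their 1332 alternatives, 1147 kept direction and side of the threshold, 55 lost a call, 120 gained one and 10 turned; for the 18 lists and 288 alternatives the numbers were 239, 23, 3 and 23. Except where a setting tests fewer probesets, the cause was not tested.

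Probesets called higher in WT and in N1 numbered 0 and 0 without the variance trend (limma; 415 and 956 at an unadjusted p under 0.05), 4 and 32 with the median filter, 10 and 58 with the 25th percentile filter, 13 and 67 with 64 added and that filter, and 664 and 1057 at an unadjusted p under 0.05; in N1 alone, 8 after median centring and 4 with 64 added. Leaving out 1 array gave 0 to 178 in WT and 0 to 156 in N1 by limma, the lowest without WT replicate 2 (217 and 593 unadjusted) and the highest without N1 replicate 2. Without N1 replicate 1 they were 4 and 42, and without WT replicate 1, 1 and 12.

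With the replicate number as a block, 57 and 143 were called and the retinoic acid list turned (adjusted p = 0.962). Replicates of the same number deviated together with a correlation of only 0.0280 (0.0329 at or above the median level), so no pairing by number was evident. A correlation over all probesets cannot exclude a batch that acts on part of the genes.

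Probesets over 1.5-fold and over 2-fold were 1410 and 501 in WT and 2939 and 1399 in N1 without a filter, 709 and 123 and 1400 and 395 with the 25th percentile filter, and 253 and 34 and 238 and 74 with the 75th percentile filter. Median centring gave 730 and 112 in WT, and no filter with a p under 0.05 gave 166 in WT and 548 in N1 over 2-fold. With an array left out, those over 1.5-fold in WT ranged from 428 to 914 and those over 2-fold from 61 to 236, the highest without N1 replicate 2 and the second 103 without WT replicate 1, and those over 2-fold in N1 from 188 to 317, the highest without WT replicate 1. The correlations of WT and of N1 replicates were 0.953 and 0.942 on log2 signals, 0.995 and 0.979 with the median filter and 0.996 and 0.984 after quantile normalisation.

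Lists called in WT and in N1 fell to 0 and 0 with an estimated correlation in camera, where heat shock proteins, mitochondrial import, haemoglobin and epidermis had an adjusted p of 0.172. The estimate lay below the preset of 0.01 for heat shock proteins (-0.0192), CCT and prefoldin (-0.0548), ribosome biogenesis (-0.000475) and inflammation (0.00615). Fry, which tests each list against no change and not against the other genes, called 3 and 2 (0.0733 from fry for mitochondrial import and haemoglobin). Lists over-represented over 2-fold numbered 3 in N1 with the 75th percentile filter and, by Fisher's exact test, 0 in WT without a filter; leaving out an array gave 0 to 4 in WT, the lowest without N1 replicate 1.

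Lists turned direction, none past the threshold, as follows (adjusted p). Median filter: retinoic acid 0.977, limb patterning 0.522, cartilage 0.460, and BMP, muscle and endothelium 0.851. 25th percentile filter: limb patterning 0.827, cartilage and endothelium 0.971. Quantile normalisation: limb patterning and endothelium 0.994. Retinoic acid also turned with median centring (0.822), fry (0.496) and the mean of probesets (0.694), and the polyamine list without Table 2 genes (0.538). With an array left out, retinoic acid ranged from 0.603 to 0.982, limb patterning from 0.268 to 0.940 and cartilage from 0.364 to 0.935.

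Single probesets turned as follows (log2 WT minus N1). Hspa1l.S was 0.0151 after median centring and 0.17 after quantile normalisation. With an array left out, fgf10.S ranged from -0.0865 to 0.42 (probeset ending in A1_at) and from -0.17 to 0.52 (ending in S1_at), hsp90ab1.S from -0.21 to 0.43, krt18.1.S from -0.90 to 1.71, col9a1-b from -0.0555 to 0.36 and tal1.S from -1.68 to 0.0484.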

Differences from the paper's values

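The fold counts without a level filter but with a p under 0.05 were chosen after the values had been seen; the other alternatives in this part were set before the data were examined. A difference is said to close where the value came within 1.5 times of the paper's or, for a fold, within the replicate SD, and for a correlation within 0.01 of it.

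The paper's Pearson coefficient of the WT replicates is 0.98 against 0.995 here, and the paper's for the N1 replicates is 0.96 against 0.980 here; none of the 3 alternatives (log2 signals, the median filter, quantile normalisation) reached either. The Spearman coefficients, a measure on ranks, were 0.972 and 0.961, within 0.01 of the paper's numbers.

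The paper counts 106 probesets over 2-fold higher in WT, against 68 here, where a filter on the level stands in for the detection calls. It closed in this sense with the 25th percentile filter (123), geometric means (79), median centring (112), without WT replicate 1 (103) and without N1 replicate 1 (82), and not with the other 6 alternatives. The paper counts 1170 probesets over 1.5-fold and 324 over 2-fold higher in N1, against 642 and 184 here. The first closed with the 25th percentile filter (1400), without WT replicate 1 (954) and without N1 replicate 2 (849), and the second with the 25th percentile filter (395), without WT replicate 1 (317) and without N1 replicate 1 (220), each not with the other 8. Without a filter but with a p under 0.05, a setting chosen after seeing the values, which drops 1 of the 29 probesets of Table 2, 942 probesets were over 1.5-fold higher in N1, within 1.5 times of the paper's number, while the 548 over 2-fold in N1 and the 166 over 2-fold in WT were not.

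The paper gives a fold of 2.70 for the probeset of the L copy of Hsp60, against 1.68 here, which closed after quantile normalisation and median centring and without WT replicate 2 or N1 replicate 1, and not under the other 5 alternatives. Of 24 folds of Table 2 compared, 18 were within 1.1 times of the paper's. Folds here also lay further above the paper's for alcohol dehydrogenase 1 (14.3), thrombospondin 4 by the probeset that matches both copies (9.73), the MHC class II alpha-like gene (5.18) and Raldh2 by its probeset ending in S1_at (3.46). For COX-2 the fold here (6.58) lay further below the paper's.

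The paper's P-values of Table 2 are compared with unadjusted p-values from limma with a variance trend. The paper does not state which values its test was given, so the 2 sets are not known to rest on the same values. Without that trend the p came within 1.5 times of the paper's P for each probeset of this paragraph and the next except that of Raldh2, and no other alternative closed the difference for those named here. The paper's P is given first and the value here second: nucleoplasmin 3 by its probeset ending in A1_at, 0.011 and 0.000263; type IX collagen, 0.003 and 0.000753; Gremlin, 0.005 and 0.000150; microtubule associated protein 1 light chain 3 alpha, 0.003 and 0.0127; tiarin, 0.029 and 0.00312; the S copy of Hsp60 by its dimmer probeset, 0.049 and 0.00417; the unnamed probeset listed as Hsp60, 0.014 and 0.000401, and the one annotated as hspe1.L, 0.024 and 0.00101; the 3' exoribonuclease, 0.040 and 0.00264; alcohol dehydrogenase 1, 0.002 and 1.87e-05; COX-2, 0.048 and 0.00342; haemoglobin alpha, 0.004 and 3.80e-05; carbonic anhydrase II, 0.010 and 0.000284; ornithine decarboxylase 2, 0.001 and 8.26e-07; and the brightest probeset of metallothionein A, 0.023 and 0.00163.

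For the following, leaving out an array also closed the difference from the paper's P, and the remaining alternatives did not. Without N1 replicate 1: the MHC class II alpha-like gene, 0.029 and 0.00595; metallothionein A by its probeset ending in _s_at, 0.048 and 0.00767, and by its dimmest, 0.026 and 0.00509; and TIM22, 0.008 and 0.00261, also without WT replicate 1. Without WT replicate 1: Hsp90, 0.007 and 0.000444. Without WT replicate 2: nucleoplasmin 3 by its probeset ending in S1_at, 0.003 and 0.000101, and the S copy of Hsp60 by its brighter probeset, 0.045 and 0.00342. Without N1 replicate 2: thrombospondin 4 by the probeset that matches both copies, 0.001 and 5.29e-05, and transmembrane serine protease 2, 0.001 and 4.92e-05. For Raldh2 by its probeset ending in S1_at the paper's P is 0.004 against 0.0111 here, and none of the 11 alternatives closed it.

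The paper names FGF-R3 as a gene found in WT and absent from N1; the probeset annotated as fgfr3.S, not known to be the paper's because no ID is printed for it, was among the dimmest 25% and does not bear on presence; its mean was higher in N1, within the spread of the replicates. The paper lists 1 probeset of microtubule associated protein 1 light chain 3 alpha, the L copy, as higher in WT, which it was here; the S copy was 1.47-fold higher in N1 by its mean. A probeset that the paper lists under Hsp60 is annotated here as hspe1.L.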

Other observations

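None of the values in this part was tested for a cause, and the choice of genes beyond the lists fixed beforehand was made after their values were seen.

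Among enzymes of the polyamine, carbonic anhydrase and steroid pathways, azin2.S and akr1c2.L rose in N1 and 13 of 15 did not pass. Adjusted over the list alone, 3 were higher in N1, these and ca2.L, and 3 in WT: the ornithine decarboxylase odc1.L (3355 ± 136, SD, n = 2, in WT and 1969.8 ± 180.0 in N1), akr1b1.S (1.52-fold) and amd1.L (1.40-fold). The list holds genes of Table 2 and was not called (adjusted p = 0.507 from camera), but was in N1 without WT replicate 1 (0.0293). Of 13 endothelial genes none passed, also adjusted over the list alone, and the list was not called (adjusted p = 0.866 from camera).

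Of 20 genes of Schwann cells, nerve and pigment cells, none passed over all probesets, and adjusted over the list alone mal.L (925 ± 102 in WT and 2044 ± 374 in N1) and pmel-a were higher in N1. The list was not called (adjusted p = 0.244 from camera), but was without WT replicate 2 (0.0133) and with the median filter (0.0212). By Fisher's exact test, 3 of its 8 genes at or above the median level were over 2-fold higher in N1 (adjusted p = 0.00400), which was lost without N1 replicate 1 (0.0930), without N1 replicate 2 (0.0724) and with the 75th percentile filter (0.316). The pigment gene tyrp1.L had signals of 1258 and 406 on N1 replicates 1 and 2 and of 204 and 279 in WT. The same test gave an adjusted p of 0.0180 for the polyamine list (3 of 14 genes), which is not independent evidence, since 2 of the 3, azin2.S and ca2.L, are genes of Table 2 picked from these arrays, and which was lost without the level filter (0.292), with the 75th percentile filter (0.0823) and without WT replicate 1 (0.0524), and of 0.0589 for inflammation (3 of 22 genes, of which ptgs2.S is one of Table 2). For metallothionein and oxidative stress (5 of 30 genes, of which mt4.L is one of Table 2) it passed at the level filter and was lost without it (adjusted p = 0.154).

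In all, 2777 probesets (17.9%) had both WT arrays above both N1 arrays and 3756 (24.2%) the reverse, where chance gives 16.7% each.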
